# Isolation and characterization of two canine melanoma cell lines: new models for comparative oncology

**DOI:** 10.1186/s12885-018-5114-y

**Published:** 2018-12-04

**Authors:** Zacharie Segaoula, Aline Primot, Frederic Lepretre, Benoit Hedan, Emmanuel Bouchaert, Kevin Minier, Laurent Marescaux, François Serres, Sylvie Galiègue-Zouitina, Catherine André, Bruno Quesnel, Xavier Thuru, Dominique Tierny

**Keywords:** Melanoma, Cell lines, Comparative oncology, Preclinical models, Cancer, Dog

## Abstract

**Background:**

Metastatic melanoma is one of the most aggressive forms of cancer in humans. Among its types, mucosal melanomas represent one of the most highly metastatic and aggressive forms, with a very poor prognosis. Because they are rare in Caucasian individuals, unlike cutaneous melanomas, there has been fewer epidemiological, clinical and genetic evaluation of mucosal melanomas. Moreover, the lack of predictive models fully reproducing the pathogenesis and molecular alterations of mucosal melanoma makes its treatment challenging. Interestingly, dogs are frequently affected by melanomas of the oral cavity that are characterized, as their human counterparts, by focal infiltration, recurrence, and metastasis to regional lymph nodes, lungs and other organs. In dogs, some particular breeds are at high risk, suggesting a specific genetic background and strong genetic drivers. Altogether, the striking homologies in clinical presentation, histopathological features, and overall biology between human and canine mucosal melanomas make dogs invaluable natural models with which to investigate tumor development, including tumor ætiology, and develop tailored treatments.

**Methods:**

We developed and characterized two canine oral melanoma cell lines from tumors isolated from dog patients with distinct clinical profiles; with and without lung metastases. The cells were characterized using immunohistochemistry, pharmacology and genetic studies.

**Results:**

We have developed and immunohistochemically, genetically, and pharmacologically characterized. Two cell lines (*Ocr_OCMM1X* & *Ocr_OCMM2X*) were produced through mouse xenografts originating from two clinically contrasting melanomas of the oral cavity. Their exhaustive characterization showed two distinct biological and genetic profiles that are potentially linked to the stage of malignancy at the time of diagnosis and sample collection of each melanoma case. These cell lines thus constitute relevant tools with which to perform genetic and drug screening analyses for a better understanding of mucosal melanomas in dogs and humans.

**Conclusions:**

The aim of this study was to establish and characterize xenograft-derived canine melanoma cell lines with different morphologies, genetic features and pharmacological sensitivities that constitute good predictive models for comparative oncology. These cell lines are relevant tools to advance the use of canine mucosal melanomas as natural models for the benefit of both veterinary and human medicine.

**Electronic supplementary material:**

The online version of this article (10.1186/s12885-018-5114-y) contains supplementary material, which is available to authorized users.

## Introduction

In humans, melanoma is one of the most aggressive types of cancer. Whereas cutaneous forms represent the most common cases, melanoma of the oral cavity is rare but very aggressive, highly metastatic [1] and associated with frequent relapse and poor outcomes [2]. These forms mainly arise in the sino-nasal cavity (more than 73% of cases) and are highly immunogenic tumors contributing to an immune anti-tumor reaction that can lead to tumor escape and resistance to most standard treatment protocols [3]. Mihajlovic and colleagues reported in 2012 that most primary mucosal human melanomas clinically evolve in an aggressive manner with 25% five-year survival rates, which are much lower than those of the cutaneous (80.8%) and ocular (74.6%) forms [4]. To date, conventional chemotherapy has played an uncertain role in the treatment of these tumors, while targeted treatments, based on Braf inhibitors are mainly used on the tumors harbouring the mutated isoform of this protein, leaving a large proportion of untreatable forms.

In dogs, although local and regional control of oral canine malignant melanomas (CMMs) using surgery followed by adjuvant radiation may be successful in preventing tumors from spreading, the preventive use of poly-chemotherapeutic protocols using cytotoxic drugs has previously been considered non-productive, with no real benefit nor any extension of survival time [5–8].

CMMs are one of the most frequently diagnosed malignancies of the oral cavity. These cancers account for 7% of all malignant tumors in dogs, with 160,000 cases reported worldwide every year [9, 10] and are the most frequent form of melanoma in canines (62%) in a set of 1652 melanomas and the most aggressive, with a median survival rate of 200 days vs. 474 days for the cutaneous type [9]. These non-UV-dependent malignancies are some of the most aggressive metastasizing tumors, with a median post-surgery survival rate of 173 days [8, 11]. Based on available genetic tools, medical monitoring and its pre-clinical trial potential, CMM appears as a reliable model for human cancers, especially melanomas [12, 13, 17].

Human and canine oral melanomas share multiple morphological, cytogenetic, molecular and signaling pathway similarities [14–16] (Fig. 1). In fact, dogs share the same environment as humans and are therefore exposed to the same carcinogens that may be involved in tumorigenesis. Even though some breeds are more naturally predisposed to certain types of cancers, largely due to centuries of selective breeding, others develop spontaneous neoplasms that naturally reflect the tumorigenic process, in contrast to experimentally induced mouse models [17]. These neoplasms have also pathologic features, biological behavior, clinical course response and resistance to treatment similar to those of their human counterparts [18]. Indeed, CMMs are generally aggressive, highly metastatic and associated with poor prognoses, but some canine patients with early stage tumors or benign lesions may develop extended survival times [19, 20].

**Fig. 1:**
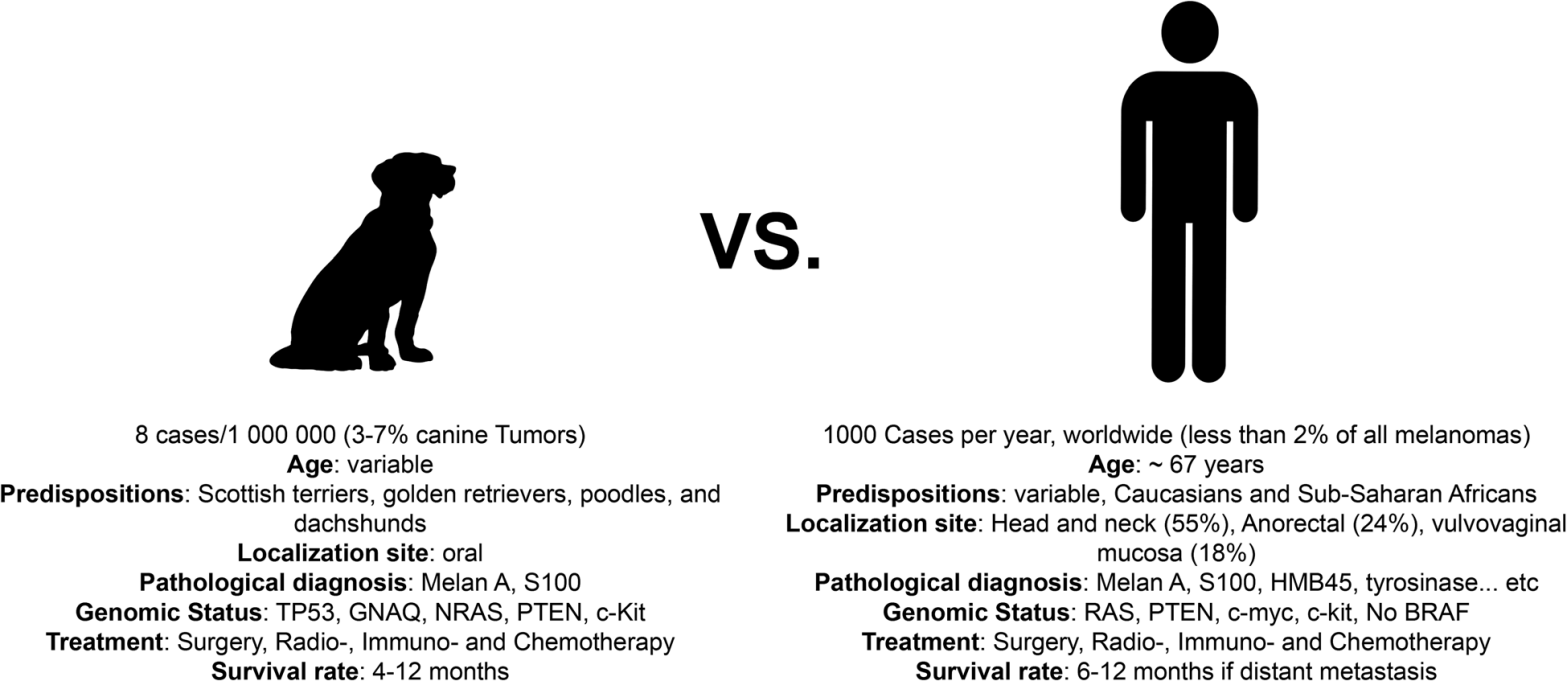
Similarities between canine and human mucosal melanomas (adapted from [42] and [43])

All the analogies reported between CMM and human mucosal melanoma regarding the biology, the clinical behavior and the poor prolonged survival times with existing conventional therapies make investigations in companion animals with spontaneous melanomas attractive comparative models for developing novel, less toxic and more effective treatment strategies for both species. Only a few canine melanoma cell lines have already been reported in the literature. For instance, Inoue et al. established four canine melanoma cell lines (*CMec-1 CMec-2 KMec* and *LMec*) of various origins (subcutaneous, gingival and mucosal) from donors with different stages of development (T3 N1 M0 and T4 N1 M0). Of the three cases, no distant metastases were reported and only morphological characterization was performed [21]. Our study completed and endorsed this work by providing further validation of canine melanoma as models for translational studies.

Here, we established and morphologically, immunohistochemically, pharmacologically and genetically characterized different canine melanoma cell lines. Samples were obtained from two dog patients presenting with spontaneous melanomas with different stage of malignancy. The objective of our project was to investigate the potential aggressiveness and tumorigenesis of these cells in vivo and to identify the common aspects that could be linked to human pathology. The obtained results indicate that the 2 cell lines that we developed are capable of inducing tumor growth in a mouse xenograft model. Additionally, the growth curves vary between the two samples, mirroring the aggressiveness and biology of the tumors from which they originated. Therefore, we presume that both cell lines constitute relevant models for comparative oncology clinical studies and may provide mutual benefits for both canine and human research.

## Material and methods

### Cells

#### Canine melanoma cell lines

Ocr_OCMM2 primary culture was obtained after 12 months cell culture. Ocr_OCMM1X passage 1 was obtained after one xenograft in Nude mice and in vitro cell culture. Ocr_OCMM1X and Ocr_OCMM2X were obtained after 3 xenograft passages followed by in vitro culture during 10 months (Fig. 2).

**Fig. 2:**
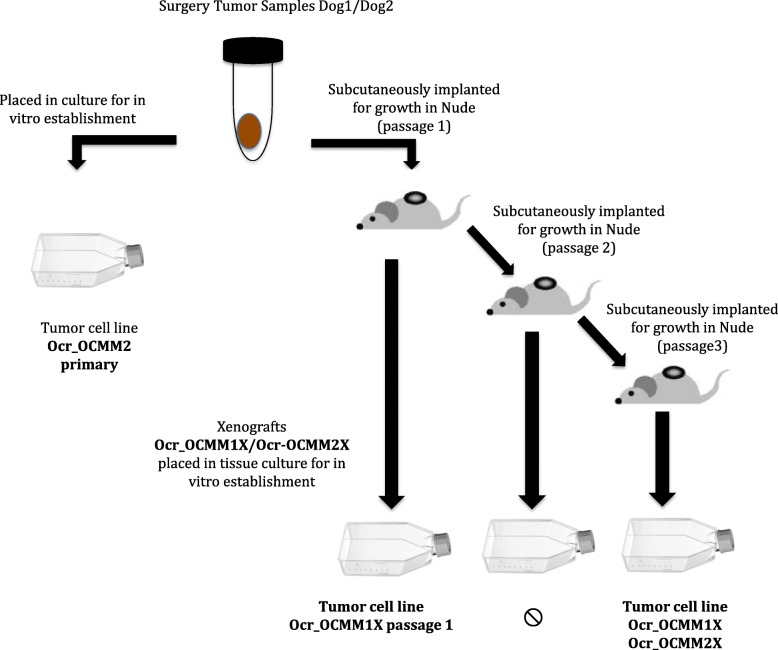
Schematic protocol of new melanoma canine cell lines establishment

#### Ethics statement

Dogs were recruited in France from client-owned dogs that were presented at a specialist veterinary clinic (Oncovet Cancer Centre, Villeneuve d’Ascq, France), and informed consent was obtained from pet owners. Tumor material was surgically excised and handled according to the standard of care and under controlled aseptic conditions at the Oncovet Cancer Centre. Animals received, according to their corresponding stage of the disease, the standard chemotherapy and/ or radiotherapy cycles, following the recommendations defined by the European College of Veterinary Oncology.

#### Tumor samples

Melanoma tumor tissues were obtained from a 14-year-old Yorkshire Terrier (TS1, Tumor sample 1) and an 11-year-old German Shepherd (TS2, Tumor sample 2) that presented at the clinic with melanocytic lesions of the oral cavity with and without metastasis to the lungs (Table 1). Two xenograft-derived canine melanoma cell lines (Ocr_OCMM1X and Ocr_OCMM2X) were obtained from these primary tumors and one cell line was established directly from in vitro culture a melanoma tissue from Dog 2 (Ocr_OCMM2 primary) (Fig. 2).

**Table 1:** Clinical, morphological and functional characteristics of the isolated tumor cell lines

Dog			Tumor					Cell line			
Breed	Age	Sex	Primary site	WHO stage	Clinical stage	Histologic Pattern	Distant Metastasis	Name	Origin	Number of passages	PDT (h)
Yorkshire Terrier: Dog_1	14	Female	Mucosal	T2N1M0	III	Polygonal cells	No	Ocr_OCMM1X	Oral CMM	36	59,9 ± 6
								Ocr_OCMM1X passage 1		25	41,8 ± 8
German Sheprherd: Dog_2	11	Female	Gingival	T2N1M1	IV	Spindle and Polygonal Cells	Yes	Ocr_OCMM2 primary	Oral CMM	20	75,1 ± 8
								Ocr_OCMM2X		38	61,6 ± 4

*LN* Lymph Node, *TNM* Tumor Node Metastasis, *PDT* population doubling times

#### Human melanoma cell lines

The human melanoma cell lines A375 and Sk-Mel28 were obtained from the American Type Culture Collection. Cells were grown in a humidified 5% CO_2_ atmosphere at 37 °C in RPMI medium containing Glutamax (Invitrogen) supplemented with 10% fetal bovine serum and 100 μg/ml primocin (Invivogen).

Isolation and cell culture. Primary cells (from Dog 1 and Dog 2 tumor samples) were immediately obtained from the isolated extracts of the digested tissues. Surgically removed oral canine melanoma tissue samples were digested mechanically and enzymatically using 2 mg/mL type II collagenase (Thermo Fisher Scientific, Waltham, MA) for two hours at 37 °C. After complete dissociation, cells were filtered with a 70 μm sterile nylon cell strainer and cultured in complete RPMI 1640 Glutamax growth medium supplemented with 10% heat-inactivated fetal calf serum and antibiotics (penicillin 100 U/mL and streptomycin 0.1 mg/mL) (Thermo Fisher Scientific, Waltham, MA) at a final density of 107 cells per 75 cm2 culture flask for primary culture (Ocr_OCMM2 primary). Then, after tumor growth in Nude mice, the same protocol was applied to isolate cells from the engrafted tumors (Ocr_OCMM1X & Ocr_OCMM2X). Cells have been cultured during 12 consecutive months before genomic analysis. Cells were passaged several times in T75 culture flasks before freezing, with careful attention during trypsinization. No effect of the freezing/ thawing cycles on cell growth was observed.

### In vivo tumorigenesis studies

#### Animals

Severe combined immunodeficient Hairless Outbred (SHO®) Nude mice were purchased from Charles River (Wilmington, MA) and kept under specific-pathogen-free conditions in individual IVS-type cages within the core animal facility of PLETHA (Institute Pasteur de Lille, France). All protocols were approved by the institutional animal care and ethics committee and are in accordance with the European parliament directive (2010/63/EU).

#### First xenografts

Both surgically removed oral CMM tissue samples were injected subcutaneously (s.c.) at the interscapular site of 12-week-old mice (*n* = 5 for each tumor sample, Dog_1 vs. Dog_2). Tumor growth was monitored every 3–4 days. Tumor volume was evaluated using a caliper and then calculated as 0.5 × length × width^2^. Mice were euthanized when their tumors reached 2000 mm^3^ in volume. The tumors were harvested and prepared for cancer cell isolation in T75 culture flasks under sterile conditions (Ocr_OCMM1X passage 1), as previously described [22]. Two additional successive xenograft namely passage 2 and 3 were performed using tumor samples issued from previous passage.

#### Inoculation of melanoma cells

Two million (2 × 10^6^) melanoma cells of each previous xenograft were suspended in 100 μL of Matrigel solution and injected s.c. at the interscapular site of 12-week-old mice (n = 5 for each group injected with previous passage xenograft tumor samples). Tumor growth was monitored as described above. Mice were euthanized when their tumors reached 2000 mm^3^ in volume. Tumors were harvested, and the cells were extracted and cultured in flasks under sterile conditions (xenograft-derived cell line Ocr_OCMM1X passage 1 and Ocr_OCMM2X passage 1).

#### Evaluation of cell growth

Population doubling times (PDT) were evaluated for each cell line (Table 1). Cells (Ocr_OCMM2 primary, Ocr_OCMM1X passage 1, Ocr-OCMM1X and Ocr_OCMM2X) were plated at a density of 1 × 10^5^ cells in 60 mm petri dishes with 4 mL of complete growth medium and then incubated at 37 °C in a controlled humidified atmosphere with 5% CO_2_ for 96 h. Cells were trypsinized (0.25% EDTA) and counted every day in duplicate, and the PDT was calculated using the following formula: PDT = 1/ [3.32(logNH −logNI)/ (t2 − t1)] (where t1 = time in hours when cells were seeded; t2 = time in hours when cells were harvested; NI = cell count when cells were seeded; NH = cell count when cells were harvested) as described by *Rütgen* et al [23].

### Histological characterization

#### Immunohistochemistry

Collected tumor tissues from dogs and xenograft were fixed in 10% buffered formalin solution (Sigma-Aldrich, St Louis, MI) and paraffin embedded for routine pathological analysis. Immunohistochemical staining was carried out on 4- to 6-μm-thick slides using an automated protocol developed for the Discovery XT automated slide staining system (Ventana Medical Systems, Inc*.*). Alongside haematoxylin–eosin staining (HE), the following commercially available antibodies were used for the phenotypical characterization of melanocytes: Melan-A (Thermo Fisher Scientific, Waltham, MA), S-100 protein (Dako, Agilent Technologies, Denmark), Vimentin, and cytokeratin (Biogenex Laboratories, San Ramon, CA) (see Additional file 1). Tumor sections were deparaffinized and incubated for 1 h with the appropriate antibody before incubation with Discovery UltraMap anti-Rabbit (760–4315, Roche, Basel, Switzerland) or anti-mouse horseradish peroxidase (HRP) (760–4313, Roche, Basel, Switzerland) secondary antibodies and the Discovery ChromoMap DAB kit reagents (760–159, Roche, Basel, Switzerland) (Additional file 1).

#### Immunofluorescence analysis

Cells (Ocr_OCMM1X and Ocr_OCMM2X) were grown on pre-coated poly-lysine 4-well chamber slides (Lab-Tek, Nunc®, Roskilde, Denmark) and stained as previously described [22]. The cells were then incubated with monoclonal anti-Melan A or anti-S100 antibodies (Dako, Glostrup, Denmark) for 1 h at room temperature, washed three times, and incubated for 1 h at room temperature with 2 μg/mL donkey anti-rabbit (A-21206, Thermo Fisher Scientific, Waltham, MA) or goat anti-mouse Alexa Fluor 488 (Thermo Fisher Scientific, Waltham, MA) secondary antibodies. Fluorescence microscopic analysis was performed with a Leica DMRB microscope (Leica Microsystems) with a PL Plan-Leica Fluotar 20×/1.00 objective. Photographs were taken with a DFC345FX digital camera and processed with the Leica Application Suite (LAS v 3.7 software) (Leica Microsystems, Wetzlar, Germany), and images were further processed using ImageJ® software.

### Pharmacological characterization

#### MTS cytotoxicity assay

The cells used for MTS cytotoxicity assay, A375, Sk-Mel28, Ocr_OCMM2X and Ocr_OCMM1X, were seeded at 5000 cells/cm^2^ at each passage, with 2 or 3 passages per week. Prior to any treatment, the cells (A375, Sk-Mel28, Ocr_OCMM1X & Ocr_OCMM2X) were seeded in flat bottomed 96-well plates at a density of 2 × 10^3^ cells per well with complete medium. Cells were treated the following day with 1% DMSO vehicle control or with a four-fold serial dilution of chemotherapeutic agent ranging from 24 nM to 400 μM dacarbazine, an alkylating agent (Medac, 500 mg, Teva, Petah Tikva, Israel), 6.1 nM to 100 μM vemurafenib, a BRAF inhibitor (Selleckchem, Houston, TX) and 6.1 nM to 100 μM LY294002, an inhibitor of PI3Kα/δ/β and autophagosome formation (Selleckchem, Houston, TX). To quantify cellular proliferation, MTS assays (Promega, Fitchburg WI) were performed by adding 20 μL of MTS solution to each well and incubating at 37 °C for 1 to 2 h. The optical density of each well was acquired with a spectrophotometric plate reader (FLUOstar Omega, BMG Labtech, Germany) at a wavelength of 490 nm in accordance with the supplier’s instructions. Experiments were performed in 6 replicates. The results for each treatment were reported as the mean of the percent surviving cells ± SEM (standard error of the mean). IC50 values were obtained using GraphPad Prism™ software, version 6.1 (Sun Microsystems, Palo Alto, CA, USA).

#### Western blot analysis

Cells (Ocr_OCMM1X and Ocr_OCMM2X) were seeded in 60 mm petri dishes at a final concentration of 5 × 10^6^ cells per flask 24 h prior to treatment. Either the control solution or 5 μM vemurafenib was applied for 24 and 48 h. Cells were washed twice with PBS and then harvested, and the protein extracts were prepared for Western blotting. Briefly, protein extracts were isolated by lysis of the harvested cell pellets with RIPA buffer (50 mM Tris, pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% NP-40, 0.25% Na-deoxycholate and 1 mM PMSF) supplemented with a protease inhibitor cocktail (Sigma-Aldrich, St-Louis*,* MI). The protein concentration was determined by the Pierce™ BCA protein assay kit (Thermo Fisher Scientific*,* Waltham, MA). Twenty micrograms (20 μg) of protein was subjected to 10% SDS-NuPAGE precast polyacrylamide gel electrophoresis and then transferred to a nitrocellulose membrane (Thermo Fisher Scientific Inc., Waltham, MA). Next, the protein was incubated with antibodies directed against MEK, phosphorylated-MEK (pMEK), AKT, phosphorylated-AKT (Cell Signaling Technology, Danvers, MA) and HSC-70 (Santa Cruz Biotechnology, Santa Cruz, CA), according to the supplier’s instructions (see Additional file 1). Finally, the blots were visualized using the Amersham ECL Prime Western Blotting System on a Las 4000 biomolecular imager and further analyzed by ImageQuant tools (GE Healthcare Europe GmbH, Velizy-Villacoublay, France).

### Molecular characterization

#### DNA extraction

Total tissue and cellular DNA were isolated from each corresponding tumor sample and cell line pellet using the Qiagen DNeasy Kit according to the manufacturer’s instructions (Qiagen, Hilden, Germany). The samples were assessed for quality and quantity by spectrophotometry using a NanoDrop spectrophotometer (Thermo Fisher Scientific, Waltham, MA) and for genomic DNA integrity by agarose gel electrophoresis, showing no significant degradation.

#### Somatic mutations in candidate genes

Genomic DNA sequencing was performed on six genes that frequently harbour recurrent somatic mutations in human melanoma subtypes: *Braf*, *Nras*, *Gna11*, *Gnaq*, *Mitf* and *p53* (Additional file 2). The genes were sequenced in the canine tissue-derived genomic DNA isolated from the Dog_1 primitive tumor, the Dog_1 engrafted tumor and Ocr_OCMM1X cells, as well from the Dog_2 primitive tumor, and the Dog_2 engrafted tumor, and the primary derived and Ocr_OCMM2X cells. Each gene was sequenced from the genomic DNA, with the Sanger method, as previously described [17]. Data were analyzed with DNA Sequencing Analysis software v5.2 (Applied Biosystems). The presence of somatic mutations was assessed by comparing DNA sequences from the sample to the CanFam3 reference dog sequence using Seqscape software v2.5 (Applied Biosystems™, Foster City, CA, USA).

#### Chromosome alterations

An oligo array comparative genomic hybridization (CGH) analysis was carried out on the DNA previously extracted from Dog_1 and Dog_2, using pan-genomic arrays of 60-mer oligonucleotides, comprising a total of 180,000 probes (Canine Genome 4 × 180 K SurePrint G3 Canine CGH Microarray 025522_D_F_20130822; Agilent Technologies, Santa Clara, CA). The arrays were scanned on an Agilent G2505C scanner, the images were quantified using Agilent Feature Extraction software (vA.8.5.1.1), and the acquired images were analyzed using Agilent Genomic Workbench software (V7.0.4.0). The canine genome build CanFam3.1 was used for data analysis. Copy number aberrations (CNA) were identified using aberration detection method 2 (ADM2) segmentation and the R script DNA library. A CNA was called as either a gain or deletion according to the log2 ratio distribution. Probes on chromosomes X or Y were not analyzed because of sex mismatching. Regions of heterozygous gain (amplification) were defined as having a log2 ratio > + 0.25, while regions suggestive of heterozygous loss (deletion) were defined as having a log2 ratio < − 0.25. (The threshold was fixed at 6.0). The array data presented here are publicly accessible through the Gene Expression Omnibus (GEO) Series, accession number GSE88724.

### Statistical analysis

Results are expressed as the mean ± SEM, and statistical analyses were performed using GraphPad Prism® and StatView® 5.0 software (SAS, Cary, NC). Data were analyzed using ANOVA followed by Fisher’s PLSD post hoc test with a significance level of *P* < 0.05 (*p < 0.05; **p < 0.01; ***p < 0.005; ****p < 0.001).

## Results

Melanoma tumor tissues were obtained from a 14-year-old Yorkshire Terrier (Dog_1) and an 11-year-old German Shepherd (Dog_2). The histopathological reports confirmed the diagnosis of malignant melanoma while CT scan of oral cavity and thorax completed the tumor staging. Both tumors were in the oral cavity but presented different WHO stage at the time of diagnosis and samples collection (Table 1). While the first case (Yorkshire terrier, Dog_1) with stage T2N1M0 only had metastases to regional lymph nodes, the second case (German shepherd, Dog_2) with stage T2N1M1 had metastases also in the lungs, which grew rapidly from 3 to 8 mm into 24 mm and invaded the central nervous system six months after surgery (Fig. 3). Unfortunately, due to the euthanasia of Dog_1 three months after diagnosis, with no follow-up CT scan of thorax, the creation of lung metastasis could not be confirmed or excluded.

**Fig. 3:**
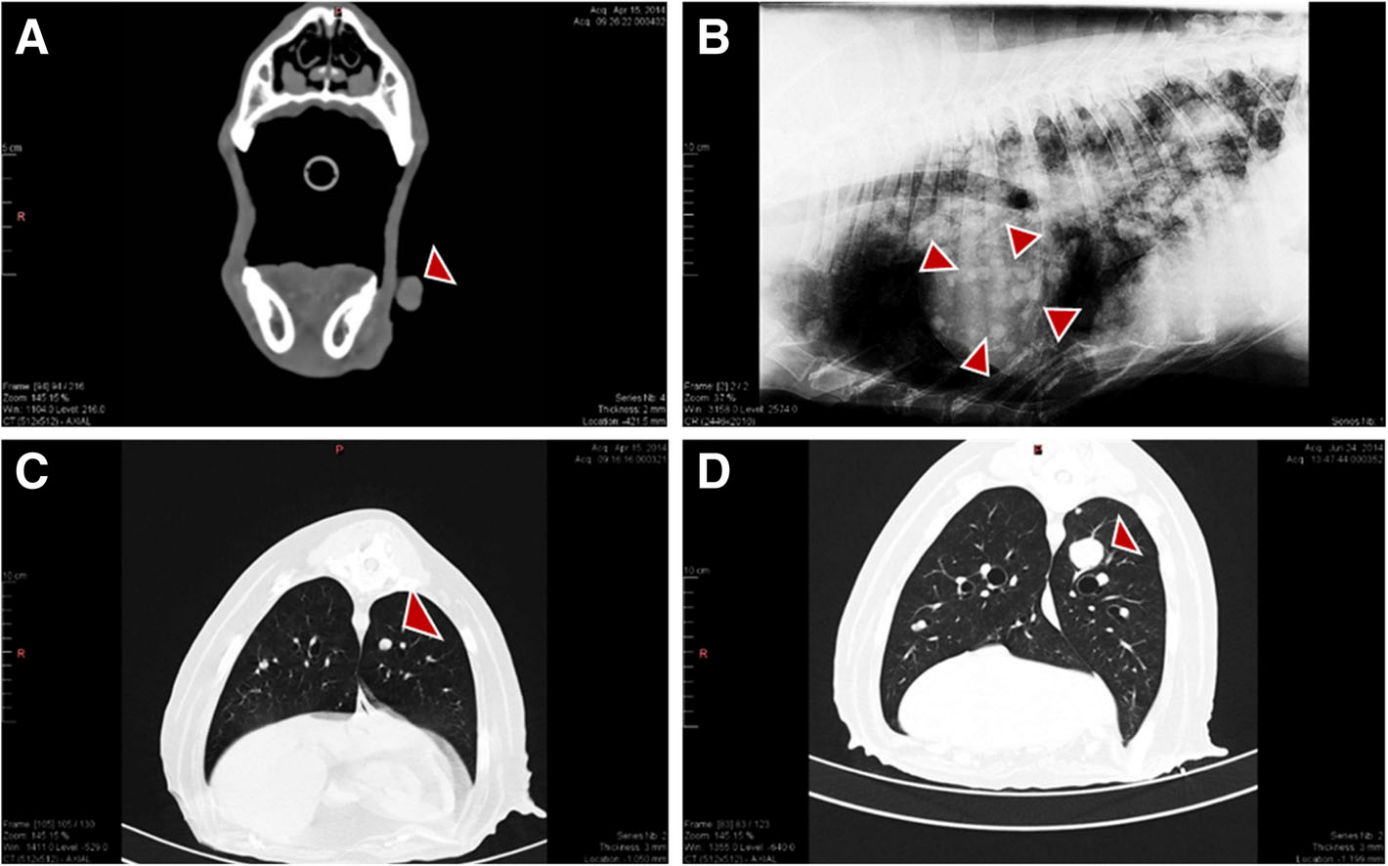
CT-scans showing Dog_2 primary tumor mass in the oral cavity (red arrow head) (**a**) and lateral radiographic projection displaying distant metastasis in the thoracic region (**b**). CT-scans in **c** and **d** show tumor clinical follow-up three and six months after treatment initiation respectively

### Establishment and characterization of canine melanoma cell lines

After a minimum of 5 passages (two months), population doubling times were evaluated, and showed that the primary derived cells from Dog_2 (Ocr_OCMM2_Primary cells) tend to cycle very slowly (75.1 ± 8.0 h), whereas the xenograft-derived cell line Ocr_OCMM2X grows slightly faster (61.6 ± 4.0 h) (Table 1).

The same decrease in the doubling time was observed for the cells derived from Dog_1 (Ocr_OCMM1X passage 1 and Ocr_OCMM1X), with 59.9 ± 6.0 h and 41.8 ± 8.0 h for the first and second passages, respectively.

Xenograft-derived cell lines were obtained from tumors in subcutaneously injected immunodeficient mice (Fig. 4). After 45 days, palpable black lumps with volumes of 56.1 ± 21.1 mm^3^ were observed in the group engrafted with the cells isolated from Dog_2’s tumor (TS2) (Fig. 4). Three out of five mice developed tumors that reached 2000 ± 288.7 mm^3^ within 110 days of inoculation during the first passage (data not shown). A rapid onset of the tumor engraftment of TS2 (from Dog_2) compared to TS1 (from Dog_1) during the first passage reflected higher stage of malignancy at the time of diagnosis and samples collection the natural aggressiveness of the tumor. Tumors arising from Dog_2 grew faster, with a median tumor volume of 1600 ± 295 mm^3^ in the period between 50 and 65 days (Fig. 5b). All mice developed tumors, and no metastasis was reported during the first passages (Fig. 5a).

**Fig. 4:**
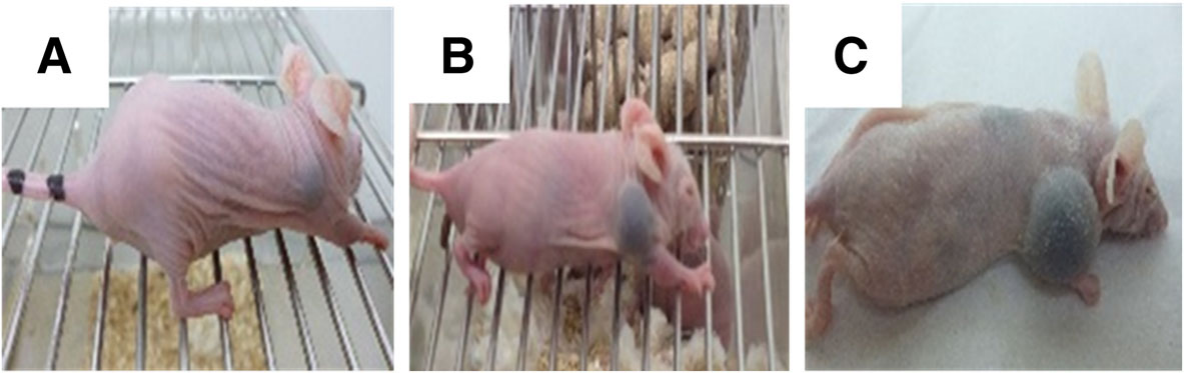
In-situ tumor growth of Ocr_OCMM1X passage 1 cell line: 45 (**a**), 65 (**b**) and 100 (**c**) days post-injection

**Fig. 5:**
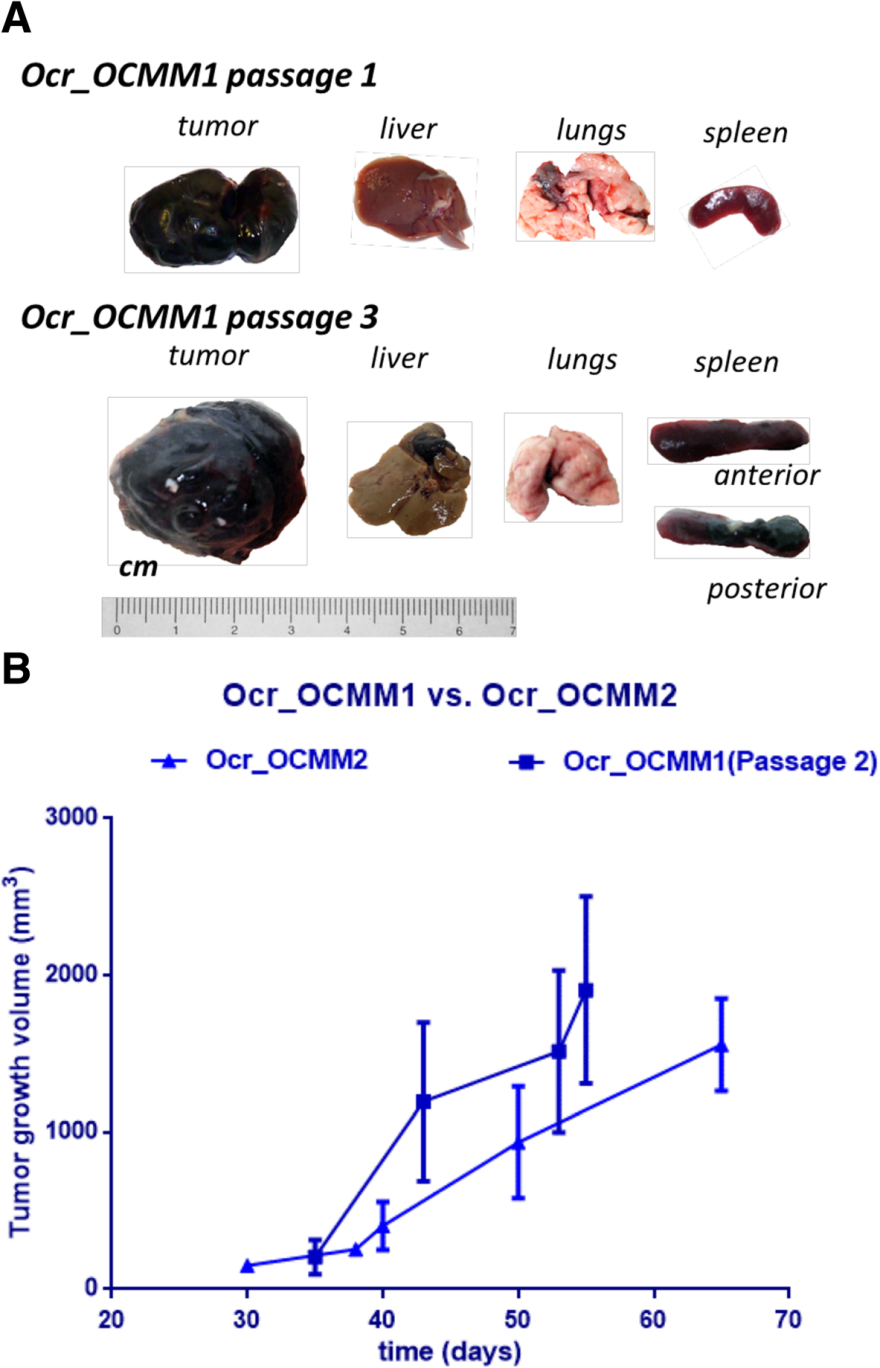
Macroscopic evaluation of necropsy material from Dog_1 (Ocr_OCMM1) engrafted tumors (**a**) and growth curves of Dog_2 (Ocr_OCMM2) (first passage) and Dog_1 (Ocr_OCMM1) (second passage) cell lines (**b**). The figures show that after three passages, metastases were found in the liver, spleen and lungs of the injected mice and tumors grew faster and bigger in both groups

### Morphological and phenotypical characterization

The engrafted formalin-fixed tumors were histologically characterized by a veterinary pathologist. The cells presented the characteristics of highly cellular melanoma with polymorphic epithelioid, spindloid or polygonal mixed populations (Additional file 3A). Lesions were well delineated, with discrete local invasion. The cells were large (> 30 μm) and presented abundant fibrillary, acidophilic cytoplasm with large, distinct, clear vacuoles, round nuclei with coarse chromatin and small prominent single nucleoli (Additional file 3A). Cytonuclear analysis showed moderate cytological atypia of melanocytes (anisocytosis and anisokaryosis) with 3 mitoses per high-power field (Fig. 6a, b, Additional file 3A). Brown dark-pigmented melanosomes were also found. These observations confirmed the diagnosis of melanoma (Additional file 3A).

**Fig. 6:**
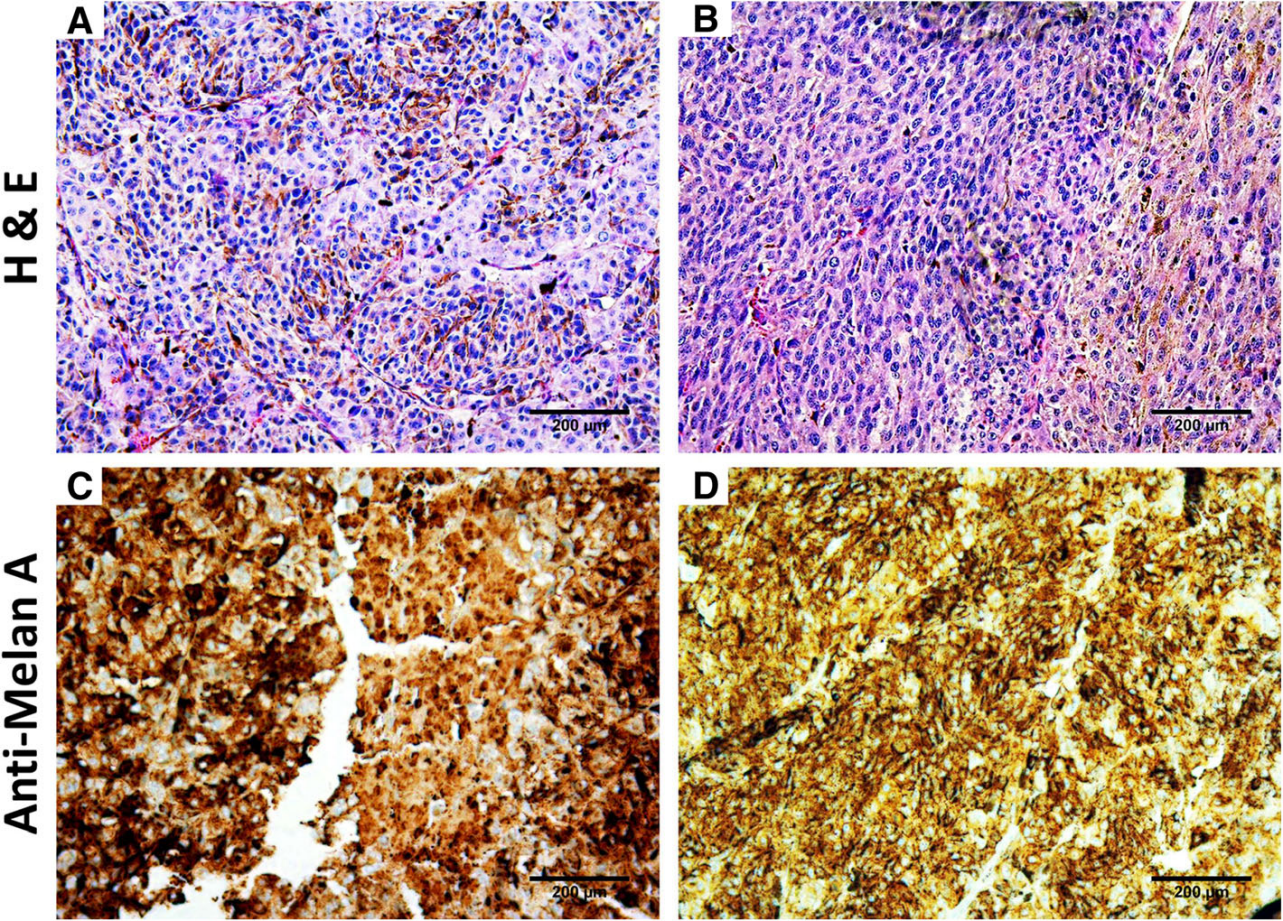
Immunohistochemical analysis of Ocr_OCMM1 (**a, c**) and Ocr_OCMM2 (**b, d**) engrafted tumors. Hematoxilin & Eosin and Melan-A colorations show a large, diffuse and heterogenous staining of the tumor mass tissue. Observation under light microscope (magnification X200)

These findings were confirmed by the evaluation of the cytoplasmic expression of Melan-A, which was found to be positive in the xenograft tumor samples (Fig. 6c, d) and the xenograft-derived isolated cell lines Ocr_OCMM1X and Ocr-OCMM2X (Fig. 7c, d and Additional file 4B). In addition, S100 protein expression was also found to be positive in the isolated cells, confirming the melanocytic origin of the established cell lines (Fig. 7e, f and Additional file 4B). The Sk-Mel28 human melanoma cell line was used as positive control (data not shown).

**Fig. 7:**
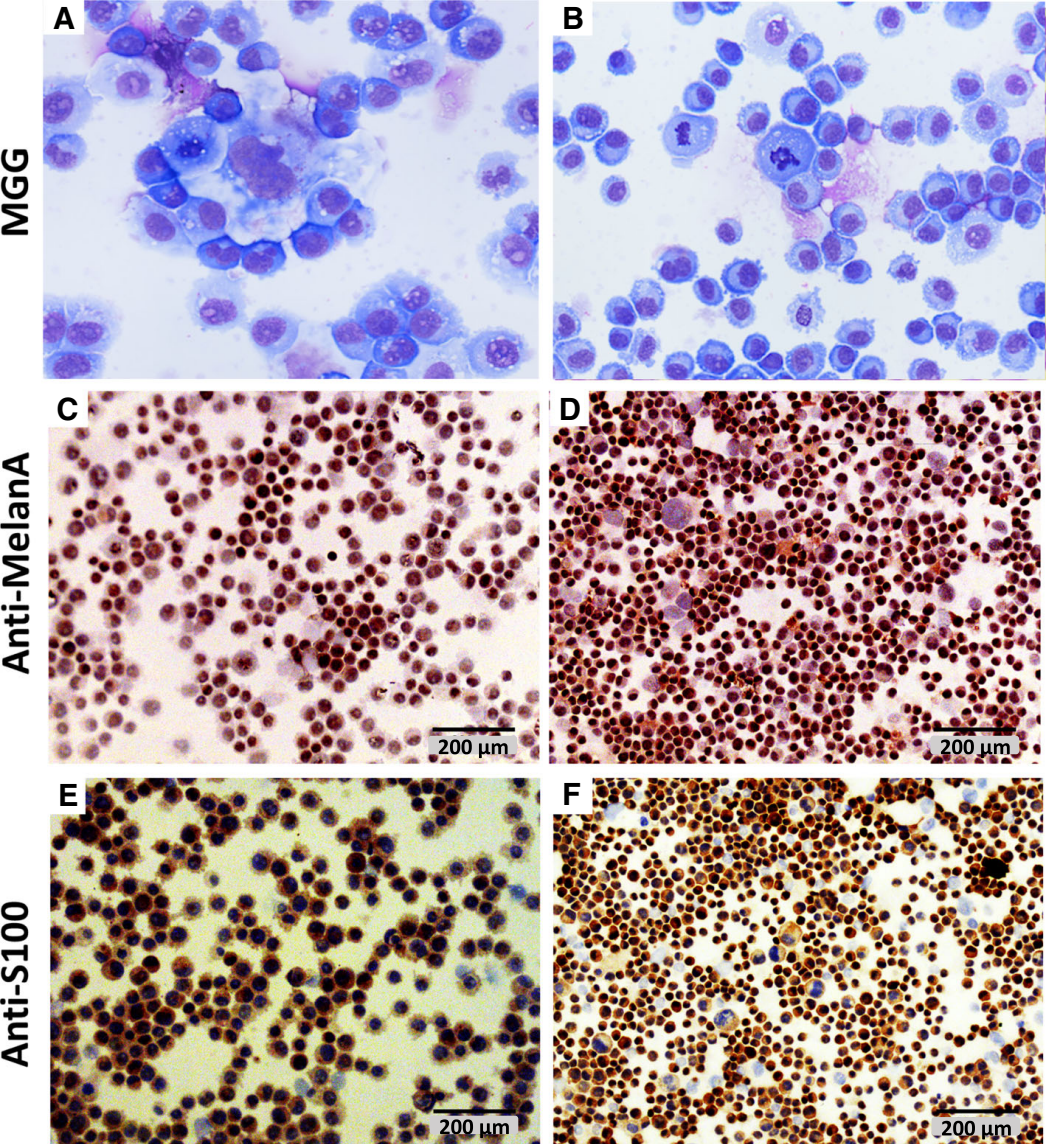
Immunocytochemical analysis of the isolated Ocr_OCMM1X (**a, c** and **e**) and Ocr_OCMM2X (**b, d** and **f**) cell lines. A large nucleus with disorganized, coarse chromatin and an elevated mitosis occurrence per high-power field (**a, b**) was observed. The cell marked strongly and at various levels Melan-A (**c, d**) and S100 (**e, f**) proteins. Observation under light microscope (magnification X40 for **a, b** and X200 for **c-f**)

### Pharmacological characterization

The effects of dacarbazine, an alkylating agent used as chemotherapy in human metastatic melanoma, vemurafenib, a BRAF inhibitor, and LY294002, a PI3K inhibitor, were evaluated for both canine oral melanoma cell lines (Ocr_OCMM1X & Ocr_OCMM2X) and two human cutaneous melanoma cell lines as controls (A375 and Sk-Mel-28, both BRAF V600E-mutated). Dose-response curves and IC50 values were determined 72 h after treatment.

Dacarbazine has been used as the standard chemotherapy for metastatic melanoma since 1972. The rate of response to dacarbazine ranges from 5 to 15% [24].

The IC50 values for dacarbazine of the human cell lines were 202.4 ± 60.40 μM for A375 and 261.04 ± 31.55 μM for Sk-Mel-28, which are similar to values reported in the literature [25]. The IC50 values for dacarbazine were > 400 μM for both Ocr_OCMM2X and Ocr_OCMM1X cell lines (Fig. 8; Table 2).

**Fig. 8:**
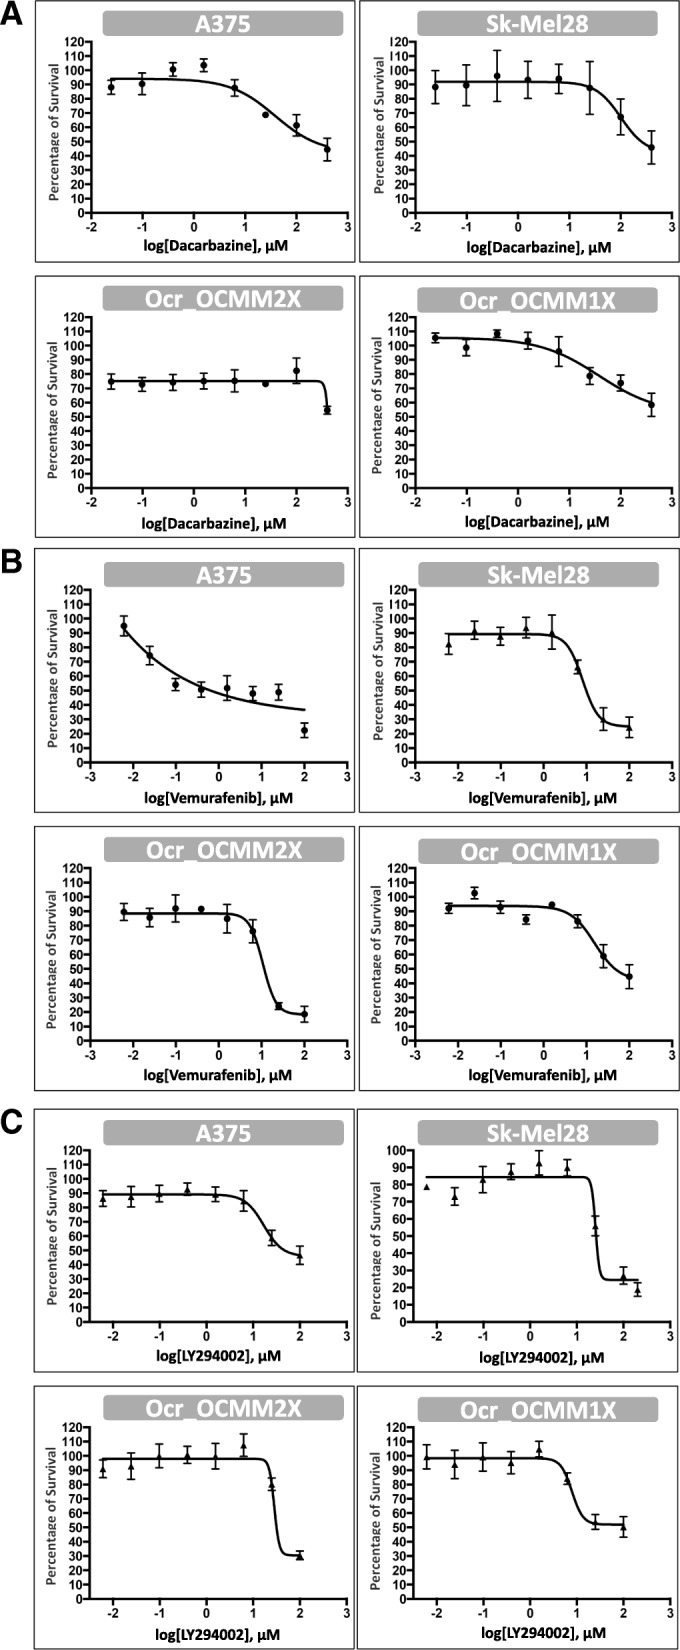
vHuman (A375 and Sk-Mel28) and canine melanoma cell lines (Ocr_OCMM2X and Ocr_OCMM1X) sensitivity to Dacarbazine (**a**), Vemurafenib (**b**) and LY294002 (**c**). Dose-response curves were generated after 72 h treatment with each compound and IC50 ± SEM values were determined using GraphPad Prism® software (*n* = 6)

**Table 2:** IC50 values of the isolated canine *and* human melanoma cell lines, 72 h after treatment with Dacarbazine, Vemurafenib and LY294002 (IC50 ± SEM, n = 6)

IC50 (μM)				
	A375	Sk-Mel28	Ocr_OCMM1X	Ocr_OCMM2X
Dacarbazine	202.4 ± 60,40	261.04 ± 31.55	> 400	> 400
Vemurafenib	0.54 ± 0.05	10.78 ± 3.29	37.44 ± 8.84	12.31 ± 0.85
LY294002	61.63 ± 16.85	26.56 ± 0.81	37.74 ± 9.6	32.39 ± 2.01

These values show a difference of response between the two cell-lines that might be explained by the more aggressive nature of the primary tumor higher stage of malignancy of a tumor collected from Dog_2 (TS2). Indeed, the Ocr_OCMM2X cell line originates from a highly metastatic melanoma, whereas Ocr_OCMM1X cells were obtained from a less aggressive tumor 32.39 ± 2.01 μM.

The IC50 values for vemurafenib of the human cell lines were 0.54 ± 0.05 μM for A375 and 10.78 ± 3.29 μM for Sk-Mel28, which are similar to the values reported in the literature [26]. The IC50 values for vemurafenib were 12.31 ± 0.85 μM and 37.44 ± 8.84 μM in canine cell lines Ocr_OCMM2X and Ocr_OCMM1X, respectively.

The IC50 values for LY294002 were 32.39 ± 2.01 μM and 37.74 ± 9.6 μM in canine cell lines Ocr_OCMM2X and Ocr_OCMM1X, respectively. Those values were slightly lower than the IC50 values of 61.63 ± 16.85 μM for A375 and higher than the IC50 values of 26.56 ± 0.81 μM for Sk-Mel28, which were similar to the values reported in the literature [27, 28] (Fig. 7; Table 2). IC75 values were also measure and are presented in Additional file 5.

These results show a difference of response between the two cell lines that could be explained by Dog_1 and Dog_2 tumors different stage of malignancy at the time of diagnosis and samples collection.

### MAPK and PI3K/Akt pathway activation

In this study, we showed a decrease in the phosphorylated isoforms of the MEK protein in Ocr_OCMM1X and Ocr_OCMM2X, which disappeared after 24 h incubation with 10 μM of vemurafenib (Fig. 9a). The presence of phosphorylated AKT protein was also shown, demonstrating that the PI3K/Akt pathway is activated in both xenograft-derived melanoma cell lines (Fig. 9b).

**Fig. 9:**
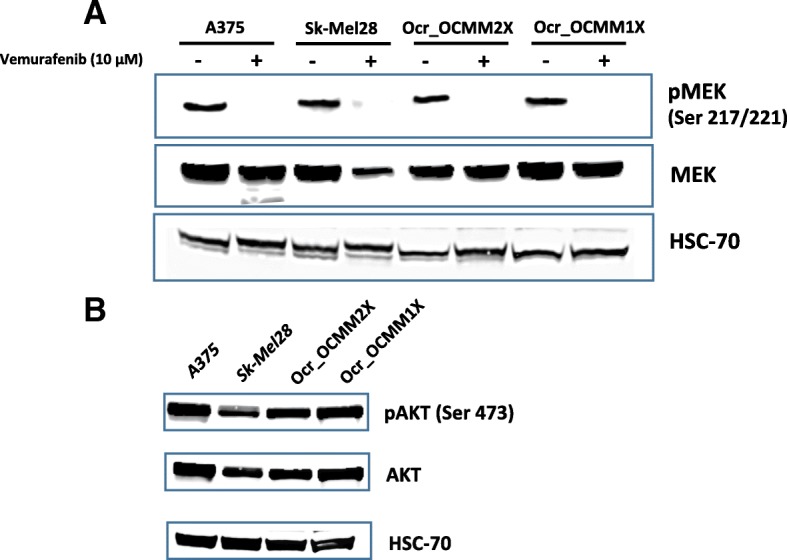
P-MEK, MEK (**a**) and pAKT, AKT (**b**) expression in the isolated canine melanoma cell lines (Ocr_OCMM2X and Ocr_OCMM1X). Cells were incubated for 24 h in the presence or absence of vemurafenib at 10 μM final concentration. A375 and Sk-Mel28 human cell lines were used as positive control while HSC-70 served as loading control

### Genetic analysis

All the samples were wild type for *Mitf* (E378), *Braf* (V595), *Gna11*, *Nras* (G12 and Q61), *Gnaq* and *p53*. However, no amplification of the 11 exons of TP53 was found in Dog_1-derived tumor and Ocr_OCMM1 cells, which was unexpected. We thus suspected a deletion of this region, which was further confirmed by CGH analysis.

### Genomic characterization

To order to identify the Copy Number Abbreviations (CNA) possibly involved in the tumorigenesis of these melanomas, we performed CGH analyses on the tumor DNA and derived cell lines of the 2 melanomas (see Additional files 6 and 7).

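The experiment comprised 8 arrays, 1 for each sample. For Dog_1 these were the tumor, its xenograft in mice, Ocr_OCMM1X passage 1 and Ocr_OCMM1X, and for Dog_2 the tumor, its xenograft, the Ocr_OCMM2 primary culture and Ocr_OCMM2X. On each array, DNA of the sample (Cy5) was compared with blood DNA of the same dog (Cy3). The deposited labels place the Ocr_OCMM2X array at an earlier passage than the paper's text does. No sample had a replicate array, so no test between samples was possible, and the spreads given are over probes, which are not replicates. The 4 arrays of Dog_1 shared 1 slide and the 4 arrays of Dog_2 another, so slide and dog cannot be told apart. The deposited scanner files hold 180880 spots per array. After control spots, spots without a position, the X chromosome and 64 to 177 outlier spots per array were left out and spots of 1 probe were averaged, 162404 autosomal probes remained, with a median spacing of 12.6 kb. The authors' scanner software had subtracted the background, balanced the dyes and written a log10 ratio of red over green for each spot. These ratios were brought to the log2 scale and centred on the median of the array's autosomal probes. The median log2 ratio before centring was 0.02 in the Dog_1 tumor and −0.22 in the Dog_2 tumor, so that centring raised the Dog_2 values. The red signal over noise lay between 174 and 242 on 7 arrays and was 21.1 on the Ocr_OCMM1X array. The noise, as the SD of differences between neighbouring probes, was 0.18 in the Dog_1 tumor, 0.25 in the Dog_2 tumor, 0.21 in Ocr_OCMM2X and 0.53 in Ocr_OCMM1X. CNAs were called with an interval score written after ADM2, which weights each probe by its own error in the scanner file. The threshold of 6 and the cut-off of 0.25 on the mean log2 ratio are those of the paper, at least 3 probes were required, and adjoining calls of the same direction were merged. On simulated arrays, 53 of 60 intervals were found with the noise of the Dog_1 tumor and 57 of 60 with that of the Dog_2 tumor. Both gave 0 false calls. The simulated noise was Gaussian and independent between probes. It held no dependence on GC content and no regional shift of the blood signal, so it gives no rate of false calls on the real arrays. The choices most open in this procedure were the weights, the segmentation, the merging of calls, the centring and the reference channel. Of the 15 alternatives tried, 13 were set before the data were examined, while the blood channel of the other dog in place of the array's own and a correction for regional GC content were added after seeing them.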

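Over the autosomal probes, the log2 ratios of the Dog_1 tumor and the Dog_2 tumor had a Pearson's r of −0.101 (162389 probes), and over bins of 1 Mb the r was −0.159 (2220 bins). Over the 16 pairs of arrays from different dogs, r over probes ranged from −0.101 to 0.209. It ranged from 0.915 to 0.968 over the 6 pairs of Dog_2 arrays, from 0.177 to 0.30 over the 3 pairs of Ocr_OCMM1X with another Dog_1 array, and from 0.733 to 0.945 over the 3 pairs of Dog_1 arrays without Ocr_OCMM1X. These correlations are across probes, which are not independent, and arrays of 1 dog also share the blood DNA used as reference. A swap to the blood channel of the other dog does not remove this, since they then share the blood DNA of that dog. With the blood channel of the other dog as reference, the 6 pairs of Dog_2 arrays ranged from 0.721 to 0.858, the 3 pairs of Dog_1 arrays without Ocr_OCMM1X from 0.910 to 0.965, the 3 pairs with it from 0.631 to 0.646 and the pairs from different dogs from −0.207 to 0.0864.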

The two tumors present distinctive genome-wide CGH profiles (see Additional files 6 and 7). 

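In the Dog_1 tumor, 57 CNAs were called, 27 gains and 30 losses, on 25 of the 38 autosomes. Their mean size was 11.5 Mb with an SD of 17.4 Mb and a standard error of 2.31 Mb, and their median size was 1.94 Mb. Together they covered 656 Mb, of which 413 Mb were losses and 243 Mb gains. The 21 CNAs over 10 Mb made up 618 Mb, while 26 CNAs were under 1 Mb. The longest was a loss of 78.1 Mb on chromosome 5 from 21170 to 78144759 with a mean log2 ratio of −0.52. Next came a loss on chromosome 13 from 33913 to 63107286 with a mean log2 ratio of −0.35, and a gain on chromosome 14 from 2342296 to 42909265 with a mean of 0.30. Among CNAs of at least 10 probes, the gains with the highest mean log2 ratio lay on chromosome 9 from 16892927 to 17976424 (0.86), on chromosome 17 from 39430034 to 64227113 (0.66) and on chromosome 2 from 83941424 to 84133334 (0.58). Among the losses with the lowest means were those on chromosome 30 from 26765677 to 26926815 (−0.996) and on chromosome 1 from 120732517 to 122676929 (−0.56). With Dog_2 blood as the reference, these means became 0.70 and 0.67. The mean of the longest loss, on chromosome 5, became −0.18 with that reference, inside the cut-off of 0.25, and that of the chromosome 2 gain 1.72. The loss on chromosome 13 (−0.27) and the gains on chromosomes 9 (0.87), 14 (0.28) and 17 (0.75) stayed beyond the cut-off. The Dog_2 blood signal was low in many short regions, as given below for the Dog_2 tumor. A rise with this reference therefore does not by itself argue against a loss. Against their own reference, the Dog_1 xenograft and Ocr_OCMM1X passage 1 had means of −0.73 and −0.76 over the chromosome 5 loss. A segmentation on 2 change points, as in R packages for circular binary segmentation, gave 81 CNAs with a mean size of 8.07 Mb and a total of 654 Mb. The blood channel of the other dog moved the number of CNAs most, to 2804, followed by 1 noise value for all probes, which gave 177.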

The Dog_1 tumor is characterized by a few large CNAs involving large parts of the chromosomes, with 49 gains/losses (AMD2 segmentation method) vs.37 gains/losses using R scripts with an average size of 4.8 Mb, a SE of 23.2 Mb and a total size of 725 Mb. In contrast, the Dog_2 tumor is characterized by numerous focal alterations: 727 gains/losses with an average size of 0.82 Mb and a SE of 4.48 Mb. 

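In the Dog_2 tumor, 1815 CNAs were called on all 38 autosomes, 1708 gains and 107 losses. Their mean size was 0.346 Mb with an SD of 0.735 Mb and a standard error of 0.0172 Mb, their median size was 0.114 Mb, and they held a median of 11 probes. There were 1678 CNAs under 1 Mb, 1599 of them gains, and 1 over 10 Mb. The CNAs covered 628 Mb in total, close to the extent in the Dog_1 tumor, with 539 Mb of gains and 89.4 Mb of losses. The longest CNAs were a gain on chromosome 10 from 5324650 to 15968092 (10.6 Mb, mean log2 ratio 0.46), a gain on chromosome 7 from 27145865 to 36720627 (0.37) and a loss on chromosome 11 from 42720641 to 51162576 (−0.47). The gains with the highest mean log2 ratio, among CNAs of at least 10 probes, were 2 on chromosome 14, from 468597 to 1800812 (2.74) and from 4743176 to 6182699 (2.62), the latter with the probes of PODXL. With the segmentation on 2 change points, 777 CNAs with a mean size of 0.865 Mb were called. A threshold of 10 gave 558 CNAs, and counting each interval without merging gave 3807. As a ratio, the number moved most with Dog_1 blood as the reference, to 172, with a mean size of 1.25 Mb and a total of 214 Mb. In the gains under 1 Mb, whose median log2 ratio was 0.91, the signal of the Dog_2 blood channel lay below that of Dog_1 blood by a median log2 difference of −0.87, and the tumor channels differed by 0.02.

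**Figure D1:**
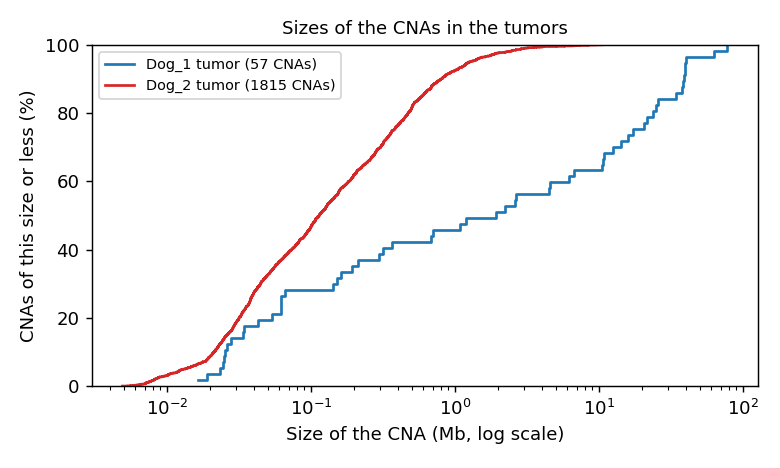
Cumulative percentage of the CNAs called (vertical axis) by size in Mb (horizontal axis, log scale) in the Dog_1 tumor (57 CNAs) and the Dog_2 tumor (1815 CNAs). The Dog_2 curve lies to the left, with a median of 0.114 Mb against 1.94 Mb.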

Among the altered regions, some CNAs had already been described as characteristic of and recurrent in oral melanomas in dogs [16] (Fig. 10). These CNAs included the loss of CFA22 within *RB1* (retinoblastoma tumor suppressor) gene in both tumors, and the loss of CFA26 within *PTEN* (phosphatase and tensin homologue) gene associated with the loss of a region of CFA11, including CDKN2A (cyclin-dependent kinase inhibitor 2A) in the Dog_2 tumor. Moreover, the Dog_2 tumor displayed a sigmoidal pattern of copy number loss followed immediately by a gain of CFA30, as already described in humans, specifically for oral melanomas.

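No probe on the array is named for RB1 or CDKN2A, so each was read over the interval between the nearest named probes of its neighbours, in the gene order of the UU_Cfam_GSD_1.0 annotation. The intervals span 1925 kb and 2085 kb and hold other genes too, so a call for an interval is not a call for the gene alone. This rule was set once the design of the array was known. For RB1 this interval lies between MLNR and HTR2A, on chromosome 22 of CanFam3.1 from 2523944 to 4449141, and holds 142 probes. Its median log2 ratio was −0.44 in the Dog_1 tumor (SD over probes 0.21), inside a loss from 785384 to 11637841 (10.9 Mb, mean −0.46). The interval was called lost in this tumor under all 16 settings, but the loss around it was not always whole. With Dog_2 blood as the reference, 31 losses were called on chromosome 22, and 75.4% of the probes of the interval lay in losses. For the Dog_2 tumor the median was −0.04 (SD over probes 0.51), and the interval was not called lost under any of the 16 settings, while centring on the mode gave a gain there. Without centring, the Dog_2 tumor median was −0.26, 37.3% of the probes of the interval lay in losses, and 15 losses covered 43.7 Mb of chromosome 22, while 0 losses were called on that chromosome with centring on the median. The CDKN2A interval lies between RPS6 and CDKN2B, on chromosome 11 from 39173110 to 41257812, with 165 probes. It had a median of −0.48 in the Dog_2 tumor (SD 0.41) and was called lost under all 16 settings. In the Dog_1 tumor it had a median of 0.16 and was called lost under none of them. CDKN2B, next to CDKN2A, has 1 probe, from 41261805 to 41261864 of chromosome 11, and it lay between losses from 40872326 to 41206709 (mean −0.89) and from 41273411 to 41503153 (mean −0.91) in the Dog_2 tumor. The log2 ratio of this probe itself was 0.07 in the Dog_2 tumor. The median of 11 probes, this probe and the 5 on each side, was −0.57, with an SD over probes of 0.64. Over the settings this median lay between −1.02 and −0.45.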

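Along chromosome 30 of the Dog_2 tumor, the median log2 ratio in windows of 5 Mb was −0.46 from 0 to 5 Mb (336 probes) and −0.44 from 5 to 10 Mb (384 probes). It was 0.10 from 10 to 15 Mb and 1.57 from 15 to 20 Mb (389 probes), and it returned to −0.06 from 20 to 25 Mb. From 25 to 30 Mb it was 0.99, and from 30 to 40 Mb it was 0.24 and 0.22. The rise corresponds to a gain called from 13147988 to 18204787 (5.06 Mb, 384 probes) with a mean log2 ratio of 1.78, followed by a separate gain from 26306899 to 28712530 with a mean of 2.33. The sequence of low and high windows up to 25 Mb did not change with Dog_1 blood as the reference, where the first windows were −0.39 and −0.43 and the window from 15 to 20 Mb was 1.62. The window from 25 to 30 Mb fell to 0.33 with that reference, and those beyond it to 0.01 and −0.04. In the Dog_1 tumor, the windows of chromosome 30 lay between 0.00 and 0.07.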

**Fig. 10:**
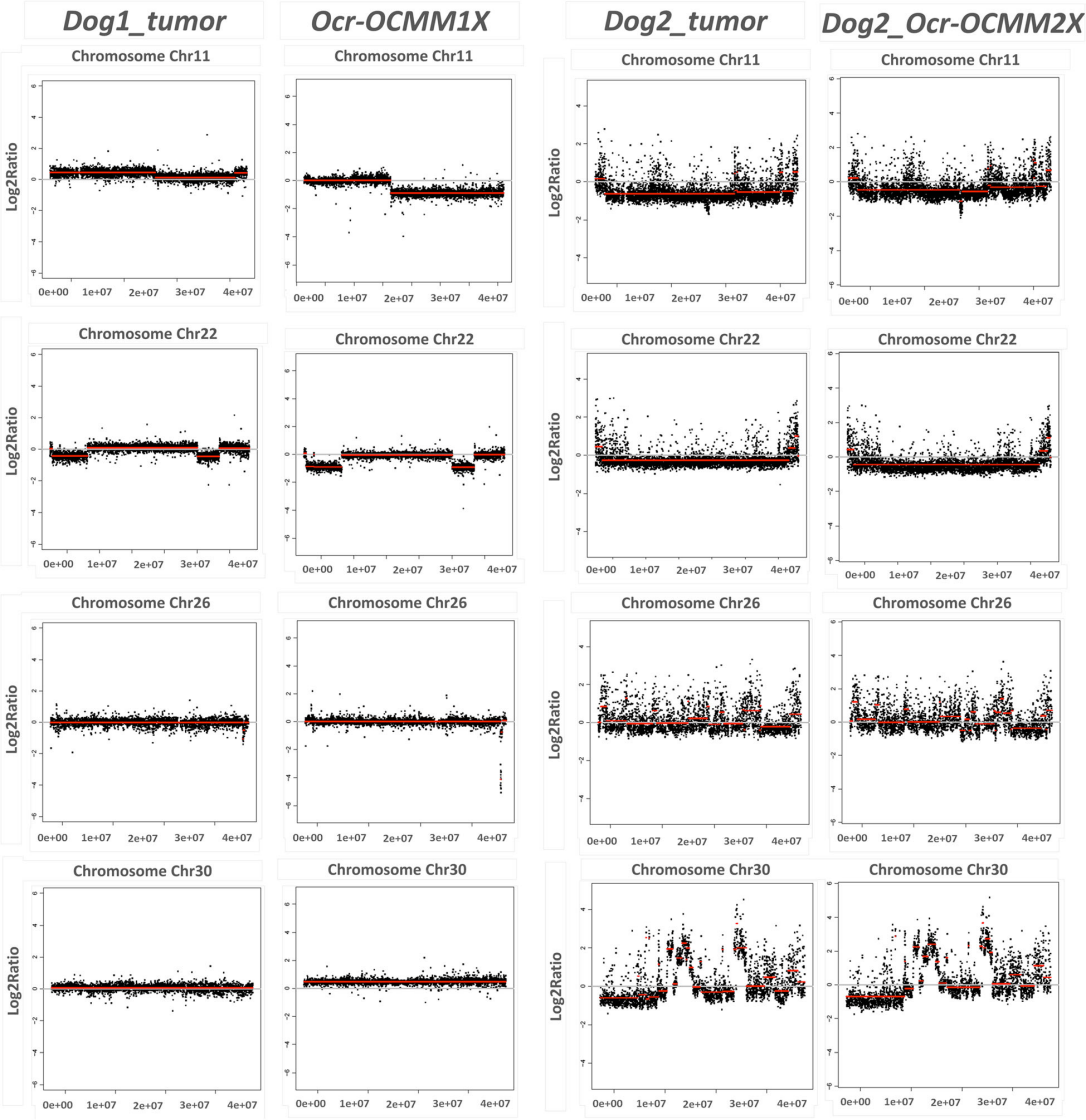
CGH profiles of canine chromosomes 11, 22, 26 and 30 in Dog_1 tumor, Ocr_OCMM1x, Dog_2 tumor and Ocr_OCMM2X. The diagrams were generated using a specific algorithm with R statistical computing software

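Over whole chromosomes, the Dog_1 tumor and Ocr_OCMM1X had median log2 ratios of 0.28 and 0.07 on chromosome 11, −0.03 and −0.09 on chromosome 22, −0.03 and 0.05 on chromosome 26, and 0.04 and 0.29 on chromosome 30. In the Dog_2 tumor and Ocr_OCMM2X they were −0.42 and −0.23 on chromosome 11, −0.07 and −0.14 on chromosome 22, 0.17 and 0.12 on chromosome 26, and 0.08 and 0.27 on chromosome 30. Losses covered 55.0 Mb of chromosome 11 in the Dog_2 tumor and 37.1 Mb in Ocr_OCMM2X. On chromosome 11 of the Dog_1 tumor, a gain was called from 80652 to 39758953 with a mean log2 ratio of 0.40. On the Ocr_OCMM1X array, which had the highest noise, 72 gains and 43 losses were called on chromosome 11. With 1 noise value for all probes in place of their own errors, this array had 795 CNAs over all autosomes, against 3703. The number of calls on it thus depended on how the noise was weighted, but chromosome 11 was not counted apart.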

Ocr_OCMM1X and Ocr_OCMM2X were obtained from these two tumors. 

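In Ocr_OCMM2X, 1570 CNAs were called, 1458 gains and 112 losses, with a total size of 715 Mb and a mean size of 0.456 Mb. With Dog_1 blood as the reference, 224 CNAs with a total of 301 Mb were called there. In Ocr_OCMM1X passage 1, 98 CNAs with a total size of 834 Mb and a mean of 8.51 Mb were called. The Ocr_OCMM1X array gave 3703 CNAs with a mean size of 0.232 Mb. The segmentation on 2 change points gave 232 CNAs on this array. After the probes were shuffled within chromosomes, which scatters the probes of true CNAs as well as noise, a median of 3848.5 CNAs over 20 shuffles was called in Ocr_OCMM1X, 1856 in Ocr_OCMM2X and 558.5 in Ocr_OCMM1X passage 1.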

The genome-wide CGH profiles reflect the clinical and severity status of each cell line (Fig. 10). 

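Of the 656 Mb gained or lost in the Dog_1 tumor, 346 Mb (52.8%) were called altered in the same direction in Ocr_OCMM1X. For losses the share was 49.1% and for gains 59.1%. By number, 30 of the 57 CNAs (52.6%, Wilson 95% interval 39.9 to 65.0) had at least 50% of their probes altered the same way in Ocr_OCMM1X. The intervals treat CNAs as independent and cover counting error only. The array of Ocr_OCMM1X passage 1 carries less noise, and there 83.8% of the altered bases and 43 of the 57 CNAs (75.4%, interval 62.9 to 84.8) were found. The order of losses and gains was reversed on that array, with 91.1% of the lost and 71.4% of the gained bases. Apart from the choice of array, a cut-off of 0.4 on the log2 ratio moved the share of bases in Ocr_OCMM1X most, to 28.1%, and a cut-off of 0.15 gave 66.4%.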

Nearly 70.8% of the altered bases, observed gains or losses in the Dog_1 primary tumor and were found to be altered the same way in the corresponding cell line. Similarly, 77% of the CNAs observed in the Dog_2 tumor were also detected in Ocr_OCMM2X cell line, representing 92.7% of the nucleotides modified in the primary tumor. Moreover, among the altered regions, the CNAs that are characteristic of and recurrent in oral melanomas that had been detected in the primary cells were also detected in the cell lines (Fig. 10).

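In Ocr_OCMM2X, 1547 of the 1815 CNAs of the Dog_2 tumor were found (85.2%, Wilson 95% interval 83.5 to 86.8), and 549 of the 628 Mb (87.3%) were altered in the same direction. Gains were found more often than losses, with 1495 of 1708 gains (87.5%, interval 85.9 to 89.0) and 52 of 107 losses (48.6%, interval 39.3 to 58.0). By bases the gap was smaller, with 89.6% of the gained and 73.8% of the lost bases. With Dog_1 blood as the reference, 85.6% of 90 gains and 68.3% of 82 losses were found. The gap by bases was then wider, with 99.2% of the gained and 41.2% of the lost bases. Of the CNAs of 1 Mb and over, 129 of 137 were found (94.2%, interval 88.9 to 97.0). In the Ocr_OCMM2 primary culture, 1690 CNAs (93.1%) and 91.1% of the bases were found. Normexp background correction gave 74.3% of the CNAs and 80.1% of the bases. Both arrays were hybridised against Dog_2 blood, and with Dog_1 blood as the reference for both the shares were 77.3% of 172 CNAs and 69.5% of the bases.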

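In Ocr_OCMM1X, the median log2 ratio was −0.46 over the RB1 interval, which was called lost under 12 of 16 settings. The CDKN2A interval had a median of −0.10 there and was not called lost. In Ocr_OCMM1X passage 1, the corresponding medians were −0.86 for RB1 and −0.66 for CDKN2A, each called lost under all 16 settings. In Ocr_OCMM2X, the CDKN2A interval had a median of −0.36 and was called lost under 11 of the 15 settings that could be run on this array. The 11 probes around CDKN2B had a median of −3.37 in Ocr_OCMM2X (SD over probes 1.21), and between −4.19 and −1.35 over the settings. The CDKN2B probe itself had a log2 ratio of 0.06 there, so the low median comes from the probes beside it. The RB1 interval had a median of −0.11 in Ocr_OCMM2X and was called lost under 1 of the 15 settings, the one without centring.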

## Discussion

In this project, we described the characterization of two canine melanoma cell lines (Ocr_OCMM1X and Ocr_OCMM2X) that can be used as tools allowing the further validation and use of the canine model in the study of melanoma.

Only a few canine melanoma cell lines have already been reported in the literature. For instance, Inoue et al. established four canine melanoma cell lines (*CMec-1 CMec-2 KMec* and *LMec*) of various origins (subcutaneous, gingival and mucosal) from donors with different stages of development (T3 N1 M0 and T4 N1 M0). Of the three cases, no distant metastases were reported and only morphological characterization was performed [43]. Our study completed and endorsed this work by providing further validation of canine melanoma models for translational studies.

The isolated Ocr_OCMM1X and Ocr_OCMM2X cell lines reproduced the morphological, histological and copy number alteration features of the canine primary tumors from which they were derived. These cells were highly malignant and clearly showed potential for tumor formation in immunodeficient SHO Nude mice. Additionally, we were able to show the presence of melanoma-specific markers (Melan-A and S100) in both cell lines, confirming the melanocytic origin of these malignant cells.

The pharmacological sensitivity of the Ocr_OCMM1X and Ocr_OCMM2X cell lines to conventional chemotherapeutic agents has been evaluated. Continuous exposure to these agents led to the emergence of resistance in the Ocr_OCMM2X cell line, which correlated with the aggressiveness of the primary tumor. Dacarbazine constitutes the most widely used molecule in the treatment of melanomas, but the response rates associated with this drug are very poor. In fact, only 15–25% of treated human melanomas show signs of improvement with this agent [29, 30].

Several oncogenes are known to be linked to melanomagenesis, such as *Braf*, *Nras*, *Gna11*, *Gnaq*, *Mitf* and *p53.* Mutations in these genes are described in human cutaneous melanoma (BRAF, NRAS), mucosal melanoma (NRAS), blue nevi and uveal melanomas (GNAQ, GNA11) and in numerous other cancers (TP53) [17]. While more than 80% of human cutaneous melanomas are *BRAF*-mutated [31], this alteration is less frequent and poorly documented in dogs [32–34]. Although the mutational statuses of the A375 and Sk-Mel28 cell lines are well established, only 6% of canine melanomas harbor this alteration [17, 33, 34]. Despite their wild-type status with regard to this mutation, our cell lines responded positively to targeted therapies such as vemurafenib, a specific *BRAF* V600E mutation inhibitor, and we observed inhibited cell proliferation. According to *Tahiri* et al.*,* some melanoma tumors harboring wild-type BRAF could be sensitive to vemurafenib [35] (Fig. 8; Table 2).

Malignant melanoma is linked to several complicated signal transduction pathways that provide melanocytic malignant cell lines with the ability to proliferate, survive and invade tissues at remote sites. In addition to the mitogen-activated protein kinase (MAPK) cascade, the PI3K/Akt pathway constitutes an important signaling pathway in the progression, proliferation and survival of malignant melanocytes. To evaluate the extent of inhibition of the MAPK and PI3K/Akt pathways in our cell lines, Western blots were performed on native and phosphorylated MEK and AKT proteins.

The pharmacological results regarding vemurafenib inhibition were confirmed by Western blot analyses and showed an inhibition of the MAPK pathway and a significant decrease in the levels of phosphorylated MEK protein, as previously reported [36]. The results of the present study strongly suggest an inhibition of the MAPK pathway and a significant decrease in the levels of phosphorylated MEK protein.

Interestingly, the PI3K/Akt pathway was shown to be highly active in the Ocr_OCMM1X and Ocr_OCMM2X canine cell lines, confirming the importance of this pathway in melanomagenesis [37–39]. This activation could be explained by the upstream stimulation of kinase receptors such as c-Kit, which is known to be mutated in melanocytic tumors and confers on tumors the qualities of aggressiveness, disease progression and resistance to treatment [40].

Genetic profiling revealed different mutational landscapes of the two cell lines that were in accordance with the parent tumor profiles. Indeed, most CNAs observed in the primary tumors were detected in the related cell lines. 

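Each tumor was also set against the arrays of the other dog. Of the 57 CNAs of the Dog_1 tumor, between 5.26% and 15.8% were found on the Dog_2 arrays. Of the 1815 CNAs of the Dog_2 tumor, 11.9% to 16.4% were found on the Dog_1 tumor, xenograft and passage 1 arrays and 34.8% on the noisier Ocr_OCMM1X array. In the xenografts of the same dog, 68.4% of the Dog_1 tumor CNAs (Wilson 95% interval 55.5 to 79.0) and 85.2% of the Dog_2 tumor CNAs were found. Of the altered bases of the Dog_2 tumor, 24.4% were found on the Dog_1 xenograft array and 25.1% on the passage 1 array. With the blood channel of the other dog as reference, these shares of bases were 53.0% and 52.3%. They were then 56.4% on the Dog_2 xenograft array and 69.5% in Ocr_OCMM2X. By number, the same 4 arrays then held 22.7%, 24.4%, 71.5% and 77.3% of 172 CNAs. CNAs then covered 1116 Mb in the Dog_1 xenograft and 1120 Mb in Ocr_OCMM1X passage 1, against 228 Mb in the Dog_2 xenograft. A larger extent called allows more overlap without likeness, and no chance level was computed. The shares of bases with this reference therefore do not rank the arrays by likeness to the Dog_2 tumor. From the CNAs shared between each primary tumor and its line, the paper concludes that the profiles of the cell lines were in accordance with those of the parent tumors.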

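In the other direction, 167 Mb of the altered bases of Ocr_OCMM2X were not called altered the same way in the Dog_2 tumor. This extent was 184 Mb in the Dog_2 xenograft, 230 Mb in the Ocr_OCMM2 primary culture, 284 Mb each in the Dog_1 xenograft and Ocr_OCMM1X passage 1, and 514 Mb on the noisier Ocr_OCMM1X array. Losses of a tumor could be lower or higher in its derived samples. The longest loss of the Dog_1 tumor, on chromosome 5, had a mean of −0.73 in the xenograft and −0.76 in Ocr_OCMM1X passage 1. On the noisier Ocr_OCMM1X array this mean was 0.00088, while the median over all of chromosome 5 was −0.29 and losses covered 34.5 Mb of it. In the Dog_2 tumor, the loss on chromosome 11 from 42720641 to 51162576 went the other way, with a mean of −0.09 in the Dog_2 xenograft and −0.19 in Ocr_OCMM2X.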

The differences in the CNAs observed between primary tumors and the corresponding cell lines are potentially linked to the noise in the primary tumor due to the presence of wild-type non-tumorigenic cells but could also be the result of sub-clone selection during primary culture or cell line genetic drift though passages (Additional files 6 and 7). Nevertheless, the genome-wide CGH profiles of the derived cell lines reflected those of the tumors (Additional files 6 and 7), and interestingly, the cell lines present the characteristic CNAs of oral melanomas in dogs. In humans, alteration of the genes involved in cell cycle regulation or DNA repair, such as cyclin CDKN2A, p16^INK4A^ and PTEN, is known to be a major element driving the development of melanoma pathogenesis. These cytogenetic signatures have been identified in dog melanomas, including in our canine cell lines, and correlate with the potential aggressiveness of each parent tumor [16, 41]. In addition, the rearrangement in chromosome 30 reported in the Ocr_OCMM2X cell line correlates with the results of previous studies reported in the literature [16] and is consistent with the clinical behavior of the donor’s sample. 

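In Ocr_OCMM2X, the windows of chromosome 30 had median log2 ratios of −0.97 from 0 to 5 Mb, −0.85 from 5 to 10 Mb, 0.09 from 10 to 15 Mb, 2.27 from 15 to 20 Mb and 0.24 from 20 to 25 Mb. The last windows, from 25 to 40 Mb, were 0.93, 0.23 and 0.71. With Dog_1 blood as the reference, the window from 15 to 20 Mb was 2.36 and the first window −0.90. In Ocr_OCMM1X, the windows lay between 0.25 and 0.39.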

*Poorman* et al. noted a remarkable similarity between canine melanoma genetic profiles and human orthologous variations with this complex copy number signature on CFA30/HSA15 [16]. Interestingly, this copy number signature is observed in the cell line derived from the metastatic tumor with chromosome instability (Dog_2 tumor), leading to the hypothesis that this genomic instability might be linked to the aggressiveness of the primary tumor (Additional file 7, Additional file 8 & Additional file 9).

## Conclusion

In conclusion, the results presented here endorse the relevance of canine models of spontaneously occurring diseases in the study of canine and human pathology. Due to the intact immune system present in dogs, the presence of a tumor niche and the fact that dogs share their environment with humans, canine oral melanomas are of great relevance to human diseases and represent a good opportunity for advancing researchers’ understanding of these rare tumors and for accelerating the translation of new findings to humans. In addition, because cytotoxic therapies are often associated with significant side effects and poorer pharmacodynamic activities, there is a strong need for new, effective, and less aggressive molecules. Extensive pharmacologic and genomic analyses of the presented canine cell lines now offer new tools for accelerating the translation of research findings between dogs and humans to achieve unified medicine and better patient care. Further studies are ongoing to isolate and identify dormant cancer stem cells that are potentially responsible for treatment failure and tumor relapses. Preliminary results show promising progress in the understanding of melanoma tumor biology and translatability to human clinical medicine.

## Additional files

Additional file 1: Summary of antibodies used for immunohistochemical and Western Blot analysis in the study.

Additional file 2: List of the primers used for gene sequencing.

Additional file 3: Immunohistochemical analysis of Dog_1 (**A, C**) and Dog_2 (**B, D**) engrafted tumors using Hematoxilin & Eosin (A, B) and Melan-A (C, D) (magnification X400).

Additional file 4: Immunofluorescent staining showing Melan-A and S100 protein expression in Ocr_OCMM1X (A, C) and Ocr_OCMM2X (B, D) cell lines.

Additional file 5: IC75 values of the isolated human (A375 and Sk-Mel28) and canine melanoma (Ocr_OCMM1X and Ocr_OCMM2X) cell lines, 72 h after treatment with Dacarbazine, Vemurafenib and LY294002.

Additional file 6: CGH profiles of canine chromosomes 11, 22, 26 and 30 in Dog_1. Comparative analysis between the primitive tumor, xenograft tissue, Ocr_OCMM1X Passage 1 and Ocr_OCMM1X. The diagrams were generated using a specific algorithm with R statistical computing software.

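In the Dog_1 xenograft, chromosome 11 carried a gain from 80652 to 33329453 (mean log2 ratio 0.55) and a loss from 40768030 to 69817778 (mean −0.74). Ocr_OCMM1X passage 1 had the same gain (mean 0.56) and a loss from 40777745 to 69817778 (mean −0.78). On chromosome 22 of the xenograft, losses were called from 785384 to 3139599 (mean −0.84) and from 3185393 to 11637841 (mean −0.88). On chromosome 30, windows of 5 Mb lay between 0.48 and 0.55 in the xenograft and between 0.51 and 0.60 in Ocr_OCMM1X passage 1. The profiles of these samples had an r of 0.945 over probes and 0.997 over bins of 1 Mb.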

Additional file 7: CGH profiles of canine chromosomes 11, 22, 26 and 30 in Dog_2. Comparative analysis between the primitive tumor, Ocr_OCMM2 primary and Ocr_OCMM2X. The diagrams were generated using a specific algorithm with R statistical computing software.

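In the Ocr_OCMM2 primary culture, the median log2 ratio was −0.23 on chromosome 11, −0.21 on chromosome 22, 0.23 on chromosome 26 and 0.21 on chromosome 30. Losses covered 29.9 Mb of chromosome 22 in this culture and 0.0694 Mb in Ocr_OCMM2X. On chromosome 30 the window from 15 to 20 Mb reached 1.82. Across probes, r with the Dog_2 tumor was 0.968 for the primary culture and 0.929 for Ocr_OCMM2X.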

Additional file 8: Comparative analysis in CGH profiles of canine chromosomes 11, 22, 26 and 30 in Dog_2 vs. Dog_1 derived cells. Comparative analysis between Dog_2 primitive and xenograft derived tumors, Ocr_OCMM2 primary and Ocr_OCMM1X Passage 1. The diagrams were generated using a specific algorithm with R statistical computing software.

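Among chromosomes 11, 22, 26 and 30, the Dog_2 xenograft differed most from the Dog_2 tumor on chromosome 22, where its median log2 ratio was −0.93 and losses covered 57.2 Mb, and on chromosome 11, where its median was −0.03. Its RB1 interval had a median of −0.82 and was called lost under all 16 settings. The CDKN2A interval had a median of −0.09 there and was called lost under 0 of 16 settings. The 11 probes around CDKN2B had a median of −3.44, and between −3.69 and −1.42 over the settings. The CDKN2B probe itself had a log2 ratio of −0.27 in this xenograft.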

Additional file 9: Comparative analysis in CGH profiles of canine chromosomes 11, 22, 26 and 30 in Dog_2 vs. Dog_1 derived cells. Comparative analysis between Dog_2 primitive and xenograft derived tumors, Ocr_OCMM2X and Ocr_OCMM1X derived cells. The diagrams were generated using a specific algorithm with R statistical computing software.

## Abbreviations

ADM2: Aberration detection method 2
CDKN2A: Cyclin-dependent kinase inhibitor 2A
CGH: Comparative genome hybridization
CMM: Canine malignant melanomas
CNA: Copy number aberrations
GEO: Gene expression omnibus
HE: Haematoxylin-eosin
HRP: Horseradish peroxidase
MTS: (3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium)
PDT: Population doubling times
PTEN: Phosphate and tensin homolog
RB1: Retinoblastoma tumor suppressor
s.c.: Subcutaneously and SEM: standard error of the mean

# Supplementary material for: Isolation and characterization of two canine melanoma cell lines: new models for comparative oncology
**Source:** BMC Cancer. 2018 Dec 4;18:1219. doi: 10.1186/s12885-018-5114-y
**Supplement:** Supplementary file 6 — CGH profiles of canine chromosomes 11, 22, 26 and 30 in Dog_1. Comparative analysis between the primitive tumor, xenograft tissue, Ocr_OCMM1X Passage 1 and Ocr_OCMM1X. The diagrams were generated using a specific algorithm with R statistical computing software.

## Dog\_1

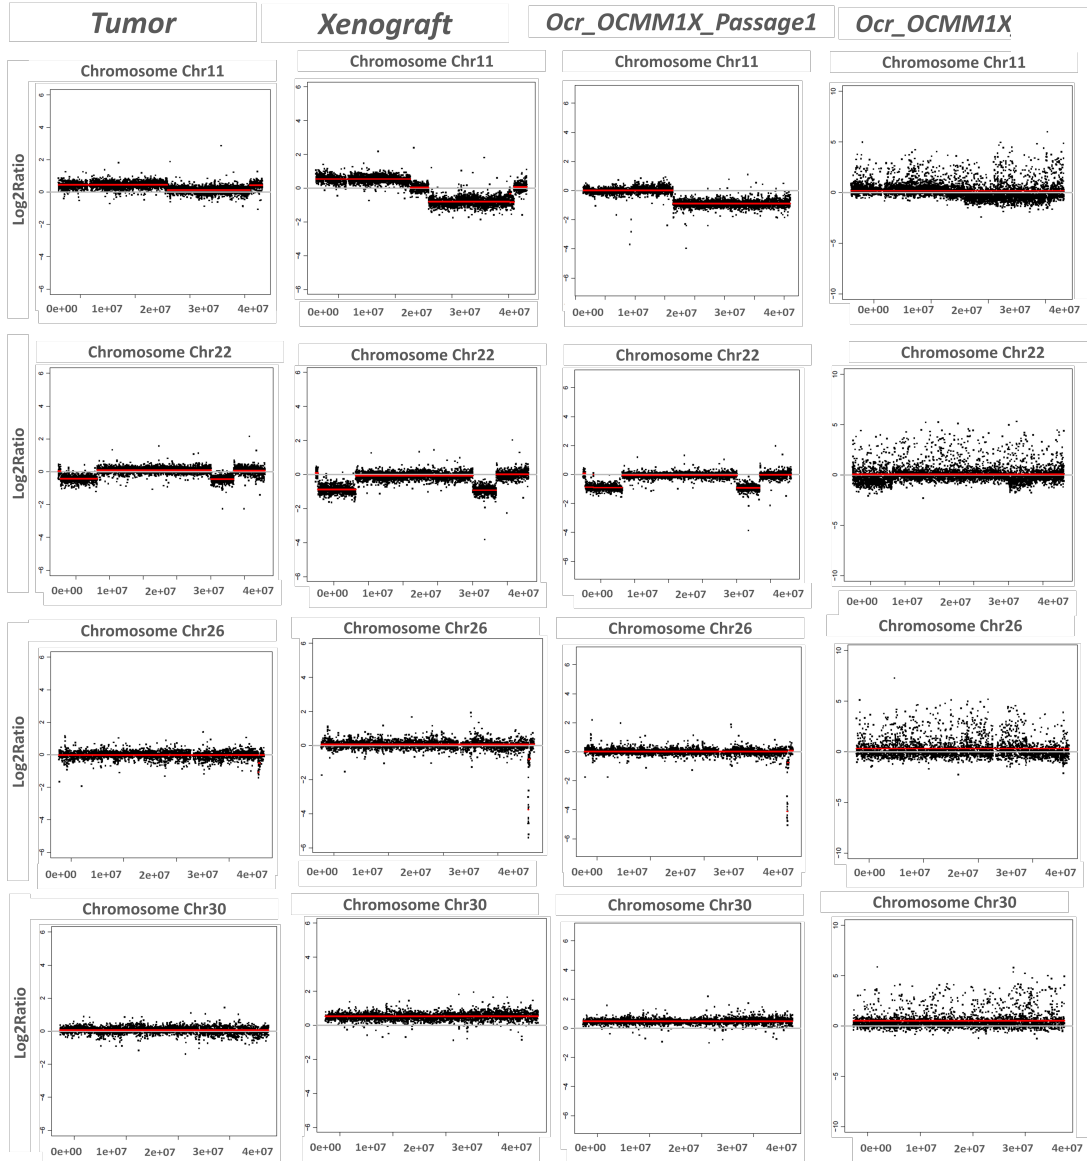

**Figure S3a:** CGH profiles of canine chromosomes (CFA) 11, 22, 26 and 30 in Dog\_1. Comparative analysis between the primitive tumor, xenograft tissue, and derived cell lines. The diagrams were generated using a specific algorithm with R statistical computing software.

How the deposited data were processed for this re-analysis (not part of the article)

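DNA from 2 dogs with oral melanoma was measured by array CGH on 8 two-colour arrays, 1 for each sample, with 4 arrays per dog. The samples of Dog_1 were the tumor, its xenograft, Ocr_OCMM1X passage 1 and Ocr_OCMM1X. Those of Dog_2 were the tumor, its xenograft, the Ocr_OCMM2 primary culture and Ocr_OCMM2X. The dogs were matched to the numbers used in the paper through the cell lines named in the labels. In the red channel (Cy5) each array held the DNA of the sample and in the green channel (Cy3) blood DNA of the same dog. There were no replicates, so no test between samples was made, and the number of arrays limits the precision of every comparison between samples.

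The authors deposited 1 scanner file per array, written by Agilent Feature Extraction 10.7.3.1 with positions on CanFam3.1, and the paper names another version of this software. Each file gives the intensity of every spot in both channels, its background, and signals that the software had background-subtracted and dye-normalized, and from these the deposited log10 ratio of red over green with an error for each spot. The log10 ratios of the authors were multiplied to the log2 scale and nothing else was taken from their later analysis. A table of the whole series, also deposited, repeats the log10 ratios. On 7 arrays its 180880 values equalled those of the scanner files to within 5e-05. In the column of Ocr_OCMM2X 80298 values are empty, and the values of spots 22 to 80319 are those of spots 100583 to 180880, so that this column was not used.

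Of the 180880 spots of an array, 173934 are not controls. After 488 spots without a position and 8766 spots on the X chromosome were left out, 164680 autosomal spots remained, and spots of 1 probe were averaged to 162404 probes of 45 to 60 bases on 38 autosomes. Between 64 and 177 spots per array that the software had marked as outliers were left out. The probes span 2200.2 Mb with a median spacing of 12.6 kb and a median GC content of 36.7%. Each array was centred on the median of its autosomal log2 ratios, with no loess or quantile normalization. The scanner software marked the Ocr_OCMM1X array as out of range for its red signal over noise and its spread between neighbouring probes, and the Ocr_OCMM2 primary array for that spread (0.315). The median red intensity of the Ocr_OCMM1X array was 241 before background subtraction, against 1182 to 1682 on the other arrays, and its red signals had been multiplied by 7.60 in the dye normalization.

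CNAs were called in each array with an interval score after ADM2, since Agilent Genomic Workbench was not used here. The score weights probes by their own errors, the threshold was 6, the mean log2 ratio had to lie beyond 0.25 in either direction, and at least 3 probes were required. Neighbouring calls of the same direction were merged. A CNA of the tumor counted as found in a cell line if at least 50% of its probes were altered in the same direction, a rule that the paper does not state. Intervals for such shares are Wilson 95% intervals over CNAs. Correlations are Pearson's r over probes and over bins of 1 Mb. The calling was tested on simulated data with 60 intervals per array before it was run on the arrays. With the noise of the Dog_1 tumor the interval score found 53 intervals, and with that of the Dog_2 tumor 57. The score with 1 noise value found 58 and 52, and the segmentation on 2 change points 59 and 53. There were 0 false calls, on noise that was Gaussian and independent between probes, which the real arrays need not follow. Each array was also called after its probes had been shuffled within chromosomes 20 times.

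Of the genes named in the genetic and genomic results of the paper, those reported are RB1, CDKN2A, BRAF, NRAS, GNA11, GNAQ, MITF and KIT. For each tumor the 3 gains and the 3 losses of at least 10 probes with the largest mean log2 ratios and the 3 longest CNAs were selected for a report by position, and some of the genes and losses selected in these ways are not reported here. Gene names come from the probe annotation in the scanner files. Genes with fewer than 3 probes of their own were read over the interval between the nearest named probes of their neighbours, with the gene order from the RefSeq annotation of UU_Cfam_GSD_1.0, of which no coordinate was used. This rule, and the window of 11 probes around the single probe of CDKN2B, were chosen after the design of the array had been seen. CDKN2B was added as the neighbour of CDKN2A. A gene counted as lost or gained if at least 50% of its probes lay in losses or gains. An annotation of CanFam3.1 was not used here.

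Alternatives were run with 1 choice changed at a time. They were 1 noise value per array, a segmentation on 2 change points with a threshold of 5.5 after smoothing of single-probe outliers, a threshold of 10, at least 10 probes, cut-offs of 0.15 and 0.4, centring on the mode, no centring, the values of the series table, normexp background correction with an offset of 50, probes well above background in both channels, a correction for probe GC content with a bandwidth of 5 percentage points, and intervals counted without merging. For the shares found in the cell lines, 1 probe as the minimum overlap, Ocr_OCMM1X passage 1 and the Ocr_OCMM2 primary culture as the cell lines were also tried. A further correction for the GC content of the 25 probes around each probe, and the green channel of an array of the other dog in place of the array's own, were added after seeing the data. The work was done with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and normexp with limma 3.58.1 in R 4.3.3. The X chromosome was left out, as in the paper, and the Sanger sequences were not analysed here.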

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

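All tests in this part were chosen after the Ocr_OCMM1X array had been seen to differ from the others, as were the measures compared.

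The 7 measures were compared over the arrays of each dog and over all 8 arrays, 21 comparisons in all, and 6 of them set the Ocr_OCMM1X array apart by Dixon's test. Chance alone sets apart about 1 in 20 groups, the measures depend on each other, and the arrays of 1 dog are different samples, not replicates of 1 condition. The noise of the Ocr_OCMM1X array was 0.53 on the log2 scale, with a gap to the next array of 0.863 of the range among the 4 Dog_1 arrays and of 0.589 among all 8, both above the 95% critical value. Among the 4 Dog_1 arrays alone, it was also set apart by 11.4% of probes with a log2 ratio above 1 (ratio of gap to range 0.936), by 3703 CNAs (0.989) and by a median log2 ratio before centring of −0.14 (0.957). The Dog_2 arrays had 10.2 to 12.5% of probes above 1 and medians of −0.26 to −0.19. Its red signal over noise was 21.1 (0.693 among all 8 arrays).

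A sample of the other dog under this label was tested through the blood channel. Its log2 signal correlated with that of the other Dog_1 arrays with a mean r of 0.993 and with that of the Dog_2 arrays with a mean r of 0.875, which argues against an array of the other dog. The test speaks of the blood DNA on the array and not of the cell line DNA.

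A weak red signal may account for the noise. The red signal over noise of 21.1 compares with 174 for Ocr_OCMM1X passage 1, the lowest of the other arrays. Over single probes, r between Ocr_OCMM1X and Ocr_OCMM1X passage 1 was 0.30. Over bins of 1 Mb, where noise of single probes averages out, it was 0.720. Over such bins, r of Ocr_OCMM1X was 0.715 with the Dog_1 xenograft and 0.449 with the Dog_1 tumor. It lay between 0.429 and 0.497 with the Dog_2 arrays, so binning did not set its own tumor apart from the other dog. Why the red signal was weak was not tested. The later passage of the line is a biological difference that stays open as an untested explanation, since passage and array cannot be separated with 1 array each.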

How the results depend on the processing

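Of the alternatives below, the correction for probe and regional GC content and the blood channel of the other dog were chosen after seeing the data. No paired analysis was made, since each condition has 1 array and materials paired by dog would rest on 2 dogs. The series table was not run for Ocr_OCMM2X, since its column is shifted.

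The total altered size of the Dog_1 tumor stayed within 1.5 times its main value of 656 Mb under all 15 alternatives. Of 30 numbers of CNAs, 20 stayed within 1.5 times the main number, as did 19 of 30 mean sizes. The share of Dog_2 tumor CNAs found in Ocr_OCMM2X stayed inside its Wilson interval in 5 of 16 cases. Those intervals are over CNAs, so for shares of bases the range is given. The share of Dog_1 tumor bases found in Ocr_OCMM1X, 52.8% in the main setting, ranged from 28.1% to 83.8% over 16 cases. The share of Dog_2 tumor bases found in Ocr_OCMM2X, 87.3% in the main setting, ranged from 69.5% to 91.1% over 15. The causes of the changes below were not tested, except where the alternative fixes them (a higher threshold, more probes, no merging, another array).

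With 1 noise value per array, the Dog_1 tumor had 177 CNAs with a mean of 3.73 Mb, and 89.98% of the Dog_2 tumor CNAs were found in Ocr_OCMM2X. With 2 change points, the Dog_2 tumor had 777 CNAs with a mean of 0.865 Mb, of which 81.5% were found, with 89.4% of the bases. A threshold of 10 gave 28 and 558 CNAs in the tumors of Dog_1 and Dog_2, means of 23.4 Mb and 1.19 Mb, and 89.9% of the Dog_2 bases. At least 10 probes gave 1020 CNAs in the Dog_2 tumor with a mean of 0.665 Mb. The cut-off of 0.15 gave 66.4% of the Dog_1 bases, and that of 0.4 gave 28.1% of them, 80.7% of the Dog_2 bases and a mean of 0.229 Mb in the Dog_2 tumor. Centring on the mode gave 87.3% and no centring 79.2% of the Dog_2 CNAs. Normexp gave 136 CNAs in the Dog_1 tumor with a mean of 4.91 Mb, and 74.3% of the CNAs and 80.1% of the bases for Dog_2. Probe GC correction gave 81.8% of the Dog_2 CNAs. Without merging there were 94 and 3807 CNAs with means of 6.97 Mb and 0.158 Mb, and 89.99% of the Dog_2 CNAs were found. A single shared probe as the criterion gave 89.0% of them.

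With passage 1 in place of Ocr_OCMM1X, 83.8% of the Dog_1 bases were found. With the primary culture in place of Ocr_OCMM2X, 93.1% of the Dog_2 CNAs and 91.1% of the bases were found. Probe and regional GC correction gave 77.8% of the Dog_2 CNAs and 82.7% of the bases. The blood channel of the other dog gave 2804 CNAs in the Dog_1 tumor and 172 in the Dog_2 tumor, means of 0.319 Mb and 1.25 Mb, 68.4% of the Dog_1 bases, 77.3% of the Dog_2 CNAs and 69.5% of the Dog_2 bases.

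Centring also moved the balance of calls. Gains made up 94.1% of the CNAs of the Dog_2 tumor (1708 gains and 107 losses), and without centring 70.5% (1890 gains and 790 losses). They made up 52.3% with the blood of the other dog and 81.3% with probe and regional GC correction. In the Dog_1 tumor they made up 47.4%, and 58.1% with normexp and 80.6% with the blood of the other dog.

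Of 312 median log2 ratios of genes, 291 moved by less than the SD over probes, 19 moved by more and 2 changed sign from a median beyond 0.25 in either direction. Those 2 are the gains at GNA11 with the blood of the other dog, where it was at −0.065 in the Dog_2 tumor and −0.084 in Ocr_OCMM2X. Medians nearer 0 changed sign as well and are counted by the size of the move. Of 55 correlations over probes, 47 moved by less than 0.1, and 59 of 63 noise values stayed within 1.5 times the main value.

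The signal limits what the Ocr_OCMM1X array can show. With a red signal over noise of 21.1, a CNA of a few probes near the cut-off is not distinguished from noise there, and the share of the Dog_1 tumor found in this line is a statement about this array.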

Differences from the paper's values

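The alternatives named here were set before the data were examined, while 2 of the 16 settings counted for RB1 were added after seeing them.

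For the Dog_1 tumor, the paper gives 37 gains and losses with R scripts, and the segmentation on 2 change points gave 81. This comparison has no further alternative. The paper's SE of the size of a CNA is 23.2 Mb for the Dog_1 tumor and 4.48 Mb for the Dog_2 tumor. The standard errors computed here were 2.31 Mb and 0.0172 Mb, and with 2 change points 1.68 Mb and 0.0745 Mb, which differ from the paper's as well. The SDs of the sizes were 17.4 Mb and 0.735 Mb. In the paper's values for the Dog_1 tumor, the total size divided by the mean size is larger than either number of CNAs.

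For the Dog_2 tumor, the paper gives 727 gains and losses, and 1815 were called here. The number came within 1.5 times the paper's with 2 change points (777), a threshold of 10 (558) and at least 10 probes (1020). It did not with 1 noise value per array, the cut-offs of 0.15 and 0.4, centring on the mode, no centring, the values of the series table, normexp, probes well above background, probe GC correction or intervals counted without merging, where it lay between 1532 and 3807.

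The paper names a loss on CFA22 within RB1 in both tumors. In the Dog_2 tumor the RB1 interval, which holds other genes too, had a median log2 ratio of −0.04 and was called lost under none of 16 settings. Without centring it was at −0.26, with 37.3% of its probes in losses, and 43.7 Mb of chromosome 22 was called lost.

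The paper states that the characteristic CNAs of the tumors were also detected in the lines. In Ocr_OCMM2X the RB1 interval had a median of −0.11 and was called lost only without centring, at −0.34. The Ocr_OCMM1X panels of Fig. 10 look less noisy, by eye, than those of Additional file 6. In Fig. 10, the Ocr_OCMM1X panel of chromosome 11 lies at about 0 and then at about −0.9, read by eye. In Ocr_OCMM1X passage 1 the mean log2 ratios were 0.56 up to 33329453 and −0.78 from 40777745, and the Ocr_OCMM1X array had a gain with a mean of 0.46 from 21909345 to 33218778.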

Other observations

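The test of scatter on the deviations of single probes and the blood channel of the other dog as reference were chosen after the results had been seen, while the tests of GC content, of the blood channel, of the slide and of the probes shared by 2 arrays were not. The median log2 ratio by GC content and the correlations between blood channels had been looked at before the tests of GC content and of the blood channel were fixed, but not the values those tests use.

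The Dog_2 tumor carried 1599 gains under 1 Mb and the Dog_1 tumor 17. The tables argue against random scatter of single probes as their source, because the deviation of each probe from the running median of 51 probes had an r of 0.92 between the Dog_2 tumor and Ocr_OCMM2X. Shuffling the probes gave 1954 CNAs (1851 to 2001 over 20 shuffles) against 1815, but it also raised the Dog_1 xenograft from 77 to 466.5, so that it scatters true CNAs too and does not settle the question. The GC content of single probes was not the whole cause, since 1592 gains under 1 Mb were called after probe GC correction. Probes with a GC content of 44 to 48% nevertheless had a median log2 ratio of 1.46 in the Dog_2 tumor.

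A candidate explanation is a low signal of Dog_2 blood in these regions. In the gains under 1 Mb, the blood channel of the Dog_2 tumor array lay below that of the Dog_1 tumor array by a median log2 difference of −0.87 (SD over gains 0.39), and it was lower in 1552 of them (97.1%). The tumor channels differed by 0.02 (SD 0.35), and the tumor channel of Dog_2 was higher in 20.6%. In the losses of the Dog_2 tumor, the blood channels differed by 0.12 and the tumor channels by −0.49. The short gains held 27.3% of the probes in the last 5 Mb of each chromosome and 15.4% of the others. Whether the blood signal was low because of the blood DNA, its labelling or its hybridisation stays open. The slide cannot be told apart from the dog, since 0 Dog_1 arrays lay on the slide of the Dog_2 arrays. Focal gains in the tumor itself stay open where the tumor channel was higher.

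The agreement between the Dog_2 tumor and Ocr_OCMM2X in short gains may come in part from the blood DNA common to both arrays. Of the 26647 probes in the gains under 1 Mb, 70.4% had a log2 ratio above 0.25 in both arrays, and 4.49% with Dog_1 blood channels in place of the Dog_2 blood. Of 100493 probes outside CNAs, 8.38% and 3.88% were above it. The high gains of chromosomes 14 and 30 depended less on the reference, with means of 2.25, 2.37 and 2.16 with Dog_1 blood.

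The paper sequenced other genes whose copy number the arrays cover. The interval of NRAS, on chromosome 17 from 48179913 to 53826945, holds many other genes, and it was called gained in the Dog_1 tumor (median 0.66), its xenograft (0.94), Ocr_OCMM1X passage 1 (0.97) and Ocr_OCMM1X (0.54), in each under 16 of 16 settings. BRAF, GNAQ and MITF were called neither gained nor lost in the Dog_1 tumor under any of the 16 settings. In the Dog_2 tumor, the GNA11 interval had a median of 1.55, and −0.065 with Dog_1 blood as the reference, and the BRAF interval was called gained under 8 of 16 settings. KIT, which the paper discusses upstream of AKT, was called lost in the Dog_1 tumor under 15 of 16 settings and in its xenograft and Ocr_OCMM1X passage 1 under all 16, but in Ocr_OCMM1X under 1 of 16 and in Ocr_OCMM2X under 0 of 15.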
